# Neddylation is required for perinatal cardiac development through stimulation of metabolic maturation

**DOI:** 10.1016/j.celrep.2023.112018

**Published:** 2023-01-19

**Authors:** Jianqiu Zou, Wenjuan Wang, Yi Lu, Juan Ayala, Kunzhe Dong, Hongyi Zhou, Jinxi Wang, Weiqin Chen, Neal L. Weintraub, Jiliang Zhou, Jie Li, Huabo Su

## Abstract

Cardiac maturation is crucial for postnatal cardiac development and is increasingly known to be regulated by a series of transcription factors. However, post-translational mechanisms regulating this process remain unclear. Here we report the indispensable role of neddylation in cardiac maturation. Mosaic deletion of NAE1, an essential enzyme for neddylation, in neonatal hearts results in the rapid development of cardiomyopathy and heart failure. NAE1 deficiency disrupts transverse tubule formation, inhibits physiological hypertrophy, and represses fetal-to-adult isoform switching, thus culminating in cardiomyocyte immaturation. Mechanistically, we find that neddylation is needed for the perinatal metabolic transition from glycolytic to oxidative metabolism in cardiomyocytes. Further, we show that HIF1α is a putative neddylation target and that inhibition of neddylation accumulates HIF1α and impairs fatty acid utilization and bioenergetics in cardiomyocytes. Together, our data show neddylation is required for cardiomyocyte maturation through promoting oxidative metabolism in the developing heart.

## In brief

Zou et al. investigate the role of neddylation, a protein modification process, in the development and maturation of the heart during the perinatal stage. The results suggest that neddylation plays a crucial role in heart cell maturation and postnatal cardiac development by regulating the switch between glycolysis and oxidative metabolism.

## INTRODUCTION

During development, the heart undergoes a series of profound structural, morphological, and functional changes until it ultimately develops into a functionally competent adult organ. From midgestation to adulthood, terminally differentiated cardiomyocytes (CMs) undergo progressive maturation processes, including sarcomeric protein isoform switching, transverse-tubule network development, electrophysiological maturation, cell-cycle withdrawal, hypertrophic growth, and metabolic reprogramming.^1,2^ Disruption of these critical maturation processes can lead to congenital heart disease or predisposition to cardiomyopathies and heart failure in adult life,^3–6^ emphasizing the significance of CM maturation in cardiac physiology and disease. Importantly, knowledge gained from cardiac maturation research might help to optimize approaches to promote the maturation of induced pluripotent stem cell (iPSC)-derived CMs used in cardiac regenerative medicine.^7^ Therefore, there is broad interest in understanding the regulatory mechanisms that underpin CM maturation.

Cardiac maturation involves crucial metabolic reprogramming during the transition from the fetal to the postnatal stage. Fetal hearts rely predominantly on glycolysis to generate ATP due to the hypoxic environment. In response to increased oxygen tension and altered nutrition sources postpartum, perinatal hearts primarily utilize fatty acid oxidation to meet their rapidly increased energy demands, which persists throughout life.^8^ This metabolic maturation is accompanied by the expansion of mitochondrial number and size,^9^ densification of mitochondrial cristae,^10^ upregulation of genes involved in fatty acid metabolism and oxidative phosphorylation,^11^ and downregulation of glycolytic genes.^12^ Perturbation of the developmental metabolic shift has been shown to cause heart failure and perinatal lethality in mouse models^13–17^ and in humans,^18^ highlighting a critical need to understand the upstream mechanisms governing this process. Over the past decade, considerable progress has been made in uncovering transcriptional regulators crucial for CM metabolic maturation, including hypoxia-inducible factor 1α (HIF1α),^6^ estrogen-related receptors α and γ (ERRα and ERRγ),^19^ and the peroxisome proliferator-activated receptor γ coactivator 1α/β/peroxisome proliferator-activated receptor (PGC1α/β/PPAR) axis.^5,14^ In particular, downregulation of HIF1α-mediated hypoxic signaling appears to be an important physiological switch driving metabolic reprogramming during cardiac maturation.^6,20^ While HIF1α is highly expressed in fetal hearts and is essential for embryonic heart development by sustaining CM proliferation,^21^ its level rapidly decreases from day 14.5 in murine embryonic hearts^6^ and after birth,^17,22^ and persistent activation of HIF1α in perinatal hearts impairs metabolic reprogramming, leading to heart failure and perinatal lethality.^6,20^

In addition to transcriptional mechanisms, posttranslational modifications (PTMs) provide another layer of regulation for cells to regulate diverse cellular processes. In eukaryotic cells, proteins are subjected to over 300 PTMs in response to external physical or chemical stimuli, which significantly expand the diversity of the proteome. PTMs result in rapid changes in protein conformation, subcellular localization, assembly/disassembly of multiple protein complexes, and binding affinity to DNA and proteins. By doing so, PTMs can subtly or dramatically alter protein activity and function without triggering *de novo* protein synthesis at the transcriptional level, thereby saving energy and material resources. Despite the increasing appreciation of PTMs, such as phosphorylation, methylation, acetylation, O-GlcNAcylation, ubiquitination, and SUMOylation, in cardiac development and pathophysiology,^23–26^ many more known PTMs remain to be investigated in heart tissues.

Neural precursor cell expressed, developmentally downregulated 8 (NEDD8) is a ubiquitin-like protein that covalently modifies target proteins in a way analogous to ubiquitination.^27^ Conjugation of NEDD8 to target proteins, termed neddylation, is catalyzed by a NEDD8-specific E1-E2-E3 enzyme system and can be reversed by NEDD8 proteases.^28–30^ By modulating the function of its various substrates, such as cullin proteins, neddylation regulates diverse cellular processes and multiple pathophysiological states, such as tumorigenesis,^31^ metabolic disorders,^32^ liver dysfunction,^33^ and neural development.^34,35^ We previously demonstrated that an intact NEDD8 pathway is essential for cardiac homeostasis in adulthood,^36–39^ and dysregulation of neddylation is associated with cardiomyopathies in human and murine hearts.^40^ More recently, we reported that neddylation is downregulated in the developing mouse heart after postnatal day 7, a time window when CMs start exiting the cell cycle.^41^ Deletion of NEDD8-activating enzyme 1 (NAE1), a regulatory subunit of the only NEDD8 E1 that is essential for NEDD8 activation and conjugation, in the developing heart via αMHC^Cre^ causes ventricular non-compaction and heart failure, which is at least in part attributable to inactivation of Yes-associated protein (YAP) signaling and CM proliferation arrest.^41^ While these findings demonstrate a critical role for neddylation in cardiac chamber development in embryonic hearts, the downregulation of neddylation in postnatal hearts drove us to determine whether neddylation is dispensable for postnatal cardiac development and whether neddylation has a role beyond regulating CM proliferation.

In this report, we describe a series of studies designed to determine the role of neddylation in postnatal hearts. Using strategies to conditionally delete the gene encoding NAE1 in mice, we demonstrate that neddylation is necessary for proper control of CM metabolic transition and for normal peri- and postnatal cardiac maturation. Furthermore, we identify that neddylation is required to suppress HIF1α signaling by directly modifying HIF1α and its ubiquitin ligase cullin 2 (Cul2).

## RESULTS

### Postnatal deletion of NAE1 induces dilated cardiomyopathy and heart failure

Perinatal lethality of αMHC^Cre^-driven NAE1 knockout^41^ prevents using this mouse line to investigate the role of neddylation in postnatal cardiac development. We employed adeno-associated virus 9 (AAV9) expressing Cre recombinase under the control of the cardiac troponin T (cTnT) promoter^42^ to generate mosaic cardiac-specific NAE1 knockout mice. The AAV-Cre was injected into neonatal NAE1^F/+^ and NAE1^F/F^ mice carrying a lineage-tracing reporter Rosa26^mTmG^ allele^43^ (Figure 1A), which labels Cre-expressing cells with membrane-bound GFP (mG) and non-expressing cells with membrane-bound Tomato (mT) (Figures 1B and S1A). High-dose AAV-Cre (5 × 10^11^ viral genome copies [GC]/pup) transduced about 80% of CMs and significantly reduced NAE1 transcripts and proteins, leading to a significant decrease in total neddylated proteins and neddylated Cul2, a well-known NEDD8 substrate, in NAE1^F/F^ hearts compared with NAE1^F/+^ littermates (Figures 1D–1F), confirming inhibition of neddylation. Cardiac phenotypes of these mice were characterized by temporal echocardiography and morphological and gravimetric analyses. Compared with littermate NAE1^F/+^ mice, high-dose AAV-Cre induced progressive dilated cardiomyopathy and eventually heart failure in NAE1^F/F^ mice by 6 weeks of age, evidenced by enlarged heart size, increased heart weight-to-body weight and lung weight-to-body weight ratios, increased left-ventricular chamber size, reduced left-ventricular wall thickness, and gradually deteriorating left-ventricular ejection fraction and fractional shortening (Figures 1G–1K). Quantitative real-time PCR demonstrated the upregulation of the cardiac stress markers *Nppa* and *Nppb* and the downregulation of *Serca2a* (Figure 1D). Histological analyses showed enlarged heart size and prominent cardiac fibrosis in NAE1^F/F^ hearts (Figures S1B and S1C). Terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) staining, Evans blue dye (EBD) infiltration assay, and immunoblotting of cleaved caspase 3 did not identify evidence of pronounced CM cell death in 4- and 6-week-old NAE1^F/F^ hearts (Figures S1D–S1F). Taken together, these data demonstrate that neddylation is indispensable for normal postnatal cardiac development.

### Deletion of NAE1 impairs CM maturation

Since the deletion of NAE1 occurred in the critical time window of CM maturation, we hypothesized that disruption of CM maturation underlies the pathogenesis of cardiomyopathy in NAE1^F/F^ hearts receiving high-dose AAV-Cre. To rule out confounding effects secondary to pathological cardiac remodeling, we titrated AAV-Cre doses, which led to detection of Cre activity in ~60% and 40% of CMs at medium (0.5 × 10^11^ viral GC/pup) and low (0.25 × 10^11^ viral GC/pup) doses, respectively (Figure 1C). Neither dose caused discernible cardiac remodeling in NAE1^F/F^ mice, evidenced by comparable fibrotic areas, cardiac morphometric parameters, ejection fraction, and left-ventricular mass measured by echocardiography between NAE1^F/F^ and NAE1^F/+^ mice at 4 weeks of age (Figures S1G and S1H). Thus, these hearts were used to assess the impact of NAE1 deletion on CM maturation.

To visualize T-tubule organization in live CMs *in situ*, we labeled T tubules with the plasma membrane dye FM 4-64FX through retrograde heart perfusion and performed *in situ* confocal imaging.^44^ We observed the T tubules to be drastically disorganized in mG^+^ CMs in NAE1^F/F^ hearts infected with low-dose AAV-Cre, while those in neighboring mT^+^ CMs remained well aligned (Figure 2A). Quantification of FM 4-64FX fluorescence intensity showed a significant reduction in T-tubule contents in mG^+^ CMs vs. mT^+^ CMs (Figure 2C). Interestingly, we noted that the mG and mT signals perfectly matched those of FM 4-64FX (Figure 2B), likely due to the membrane-targeting sequence. Immunostaining of the T-tubule protein junctophilin-2 (JPH2) further confirmed that both mT and mG colocalize with JPH2 (Figures S2A and S2B), suggesting that the mT/mG reporter faithfully traces the T-tubule network. Examining mT/mG patterns in 4-week-old NAE1^F/+^ and NAE1^F/F^ hearts receiving low-dose AAV-Cre revealed a remarkable disruption of T tubules in mG^+^ CMs from NAE1^F/F^ hearts, but not in mT^+^ CMs from NAE1^F/F^ hearts or in mG^+^ or mT^+^ CMs from NAE1^F/+^ hearts (Figure 2D). Quantification of T-tubule patterns showed a significant reduction of T-tubule integrity and regularity in mG^+^ CMs from NAE1^F/F^ hearts (Figures 2E and 2F). Together these data suggest that neddylation is essential for T-tubule organization.

In addition to T-tubule development, CM maturation is accompanied by CM growth and switch of fetal to adult gene expression.^1^ We isolated CMs from low-dose AAV-treated NAE1^F/F^:mTmG hearts and found that mG^+^ CMs exhibited decreased cell area and increased length-to-width ratio compared with mT^+^ CMs, indicating an important role for neddylation in CM growth (Figure 2G). We further assessed the expression of the fetal and adult isoforms of genes involved in sarcomere and electrophysiological maturation. Quantitative real-time PCR analysis of medium-dose AAV-treated hearts revealed a significant downregulation of sarcomeric adult isoforms, including *Myh6, Tnni3,* and *Myl2,* and potassium channel gene *Kcnj2* in NAE1^F/F^ hearts compared with NAE1^F/+^ hearts. In contrast, the fetal isoforms of these genes, such as *Myh7, Tnni1, Myl7,* and *Hcn4,* were drastically upregulated (Figure 2H). Immunoblotting confirmed these changes at the protein level in medium-dose AAV-treated hearts (Figures 2I and 2J). Thus, these data identify an essential role for neddylation in CM maturation.

### Transcriptome analysis reveals defective maturation and metabolic dysregulation in NAE1-deficient hearts

To gain insights into how neddylation regulates CM maturation, we sought to conduct transcriptional profiling. Analysis of mouse hearts with AAV-Cre-mediated mosaic NAE1 deletion may underestimate the transcriptional changes, and isolation and sorting of viable adult mG^+^ and mT^+^ CMs from NAE1^F/F^ hearts is challenging. Therefore, we chose to analyze the transcriptomes of αMHC^Cre^-driven neonatal NAE1 knockout hearts (NAE1^CKO^) (Figure 3A). 

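Ventricles of 4 NAE1 CKO and 4 littermate control (CTL) mice were compared by sequencing of polyadenylated RNA. The targeted gene, *Nae1* (ENSMUSG00000031878), which encodes the regulatory subunit of the NEDD8-activating enzyme, was lower in each NAE1 CKO library than in any CTL library. Its counts were 245, 245, 177 and 203 in NAE1 CKO libraries KO-443-3, KO-443-5, KO-453-6 and KO-453-7, and 370, 363, 426 and 295 in CTL libraries WT-443-7, WT-443-8, WT-453-3 and WT-453-5, named by their titles. *Nae1* lies on chromosome 8 from 104511028 to 104534637 of GRCm38 (GENCODE M21). The counts cover the whole gene. The paper's methods and the tissue tag of the labels give ventricle, in which cells that do not express αMHC Cre keep the gene, while another tag of the labels names cardiomyocyte as a cell line. The labels give the age as postnatal day 1 and the scheme in Fig. 3A as day 0. The Fig. 3D legend calls the samples biological replicates. 

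The submitters' processing notes name bcl2fastq, STAR 2.0.4b and featureCounts 1.4.5 from Subread, which gave raw counts per Ensembl gene. The genome build, annotation and strand setting behind the counts are not given in the sources used here, so reads of overlapping or antisense genes cannot be told apart. Total counts ranged from 16304420 to 18593509 (median 17744761) in NAE1 CKO and from 13932821 to 18056322 (median 15961520) in CTL. Genes with too few counts were removed with edgeR's filterByExpr, which left 13622 genes. Libraries were scaled by TMM and compared with edgeR's quasi-likelihood test. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold above 1.5, the thresholds of the Fig. 3C legend, and members of gene lists at the adjusted p alone. Expression is given as CPM, counts scaled to a common library size, with the SD over 4 libraries. One noncoding gene, *Gm42418*, chosen after its values were seen, took 12.8% of the counts in WT-453-5 and from 3.09% to 4.62% in the other libraries. The 10 most abundant genes took 16.7 ± 0.847% of the counts in NAE1 CKO and 21.4 ± 3.74% in CTL (two-sided exact permutation test, p = 0.0286, 0.0762 after Benjamini-Hochberg adjustment over 8 library measures), and none of the measures passed after adjustment.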

Principal-component analysis revealed patterns distinguished between NAE1^CKO^ and littermate control groups (Figure 3B). 

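NAE1 CKO and CTL hearts differed in a large part of the transcriptome. For 4974 of 13622 genes (36.5%), no NAE1 CKO library overlapped any CTL library in CPM, against 2.86% by chance. Over the 500 most variable genes, the first principal component held 73.9% of the variance and separated the groups, with scores from −26.2 to −16.9 in NAE1 CKO and from 18.6 to 21.8 in CTL (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). The second component held 9.45% and did not separate the groups (p = 0.743, exact permutation test). Its extremes were KO-453-6 at −12.7 and WT-453-5 at 13.1. On the third component, with 6.36%, the KO-443 and WT-443 libraries scored from −7.87 to −3.46 and the KO-453 and WT-453 libraries from 3.23 to 6.93.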

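In NAE1 CKO ventricles, 996 genes were higher and 758 were lower than in CTL. At the adjusted p alone, at which list members are counted, 2537 of the 13622 tested genes were higher and 2401 lower. *Nae1* had a log2 fold change of −0.96 (standard error 0.087, adjusted p = 7.18e-06 from edgeR's quasi-likelihood test), with 12.0 ± 1.24 CPM in NAE1 CKO and 23.4 ± 0.771 CPM in CTL (SD, n = 4 libraries each). Among the genes that rose, *Xirp2*, encoding an actin-binding protein of the intercalated disc, had a log2 fold change of 2.79 (standard error 0.10, adjusted p = 4.50e-08 from the same edgeR test), at 171 ± 19.9 CPM against 24.7 ± 2.81 CPM. *Trim54*, encoding a muscle RING-finger protein, rose by 3.36 on the log2 scale, and both overlap an antisense transcript. The redox enzymes *Txnrd1* (thioredoxin reductase, 2.72) and *Gsr* (glutathione reductase, 1.87), smooth muscle actin *Acta2* (1.51), *Adam9* (1.48) and the potassium chloride cotransporter *Slc12a5* (3.95) were also among the 12 genes with the smallest adjusted p. Among the 12 such genes that fell, *Adra1b*, the α1B-adrenergic receptor, had a log2 fold change of −1.46 (standard error 0.072, adjusted p = 9.09e-08 from the same edgeR test). The others included genes of lipid and mitochondrial metabolism, with log2 fold changes of −1.16 for the fatty acid transporter *Slc27a1*, −1.24 for the mitochondrial coenzyme A carrier *Slc25a42*, −1.44 for *Dgat2*, which makes triglycerides, and −1.02 for the pyruvate dehydrogenase kinase *Pdk2*. *Asb10* and *Asb15*, whose proteins carry the SOCS box that binds cullin 5 ligases, had log2 fold changes of −1.58 and −1.87. Glutathione S-transferase genes, which are paralogs and may share reads, had large rises. *Gsta2* had 909 counts over the NAE1 CKO libraries and 0 in CTL, at least 261-fold higher than a floor of 3 counts over the group. *Gstm3* had 60 and 0, at least 17.2-fold higher. The deepest falls were −2.69 for *Sfrp5*, −2.54 for *Crocc2* and −2.35 for *Plekhh1*, which overlaps *Pigh*. Of 33 genes of the neddylation pathway and cullins, 5 fell, *Nae1* and *Dcun1d2* (−0.54) among them, 2 rose (*Cand1*, 0.26, and *Dcun1d3*, 0.41, which overlaps *Lyrm1*) and 26 did not pass, with the same counts when adjusted over the list alone. The list as a whole did not pass (median −0.04, adjusted p = 0.251 from limma's camera). Scaling by library size alone gave 1238 genes higher and 579 lower, so that 68.1% of called genes were higher against 56.8% with TMM.

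**Figure D1:**
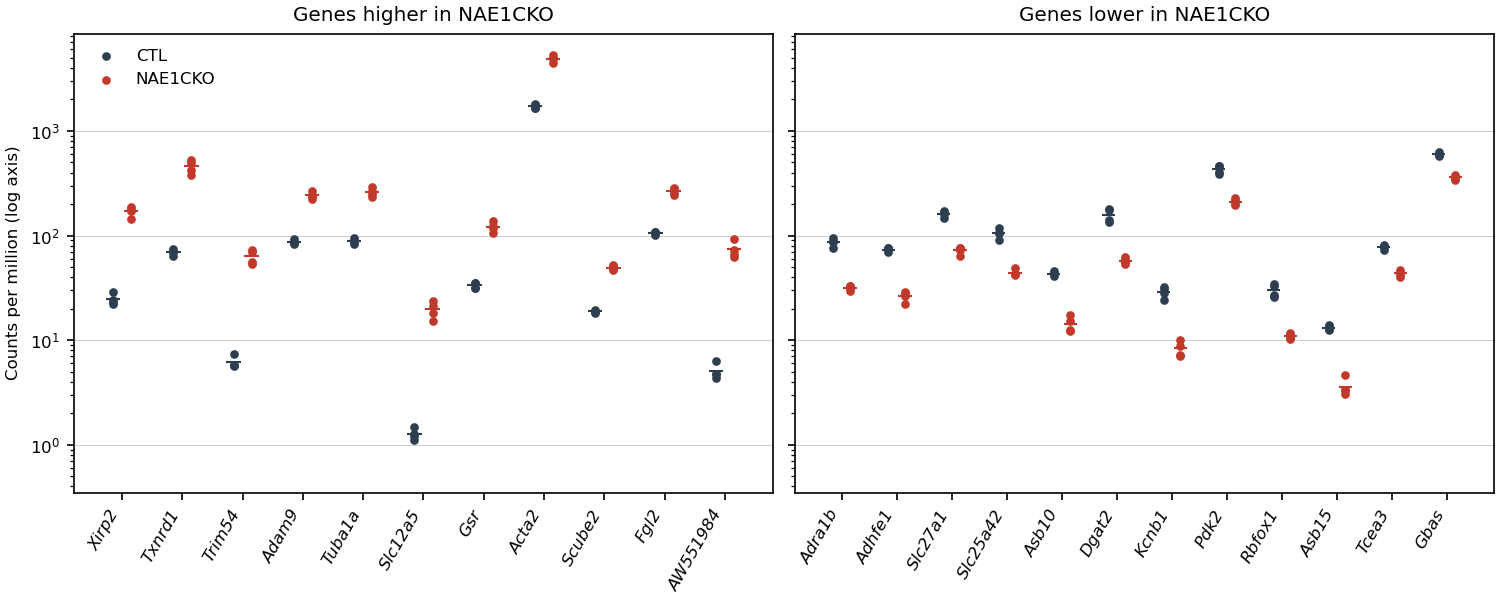
CPM, on a log axis, of genes among the 12 with the smallest adjusted p in each direction, higher (left) and lower (right) in NAE1 CKO. Each point is 1 library and each bar the mean of 4 libraries, and for each gene drawn the groups do not overlap.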

Differential gene expression analysis identified 959 downregulated and 735 upregulated genes, with *Nae1* being one of the top downregulated genes (Figure 3C, Table S1). 

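The ratio of *Myh7* to *Myh6* counts was 0.305 ± 0.0904 in NAE1 CKO and 0.0793 ± 0.0545 in CTL (SD, n = 4 each), 3.85 times the CTL mean. The ratio of *Tnni1* to *Tnni3* was 1.76 ± 0.131 against 1.43 ± 0.0868, 1.23 times. In both, each NAE1 CKO library lay above every CTL library (two-sided exact permutation test of log2 ratios, p = 0.0286, the smallest that the 70 arrangements allow). Left without KO-443-3, KO-443-5 or KO-453-6, the *Myh7* to *Myh6* ratio had p = 0.0571, and without KO-453-7 p = 0.0857, and the *Tnni1* to *Tnni3* ratio without WT-453-5 had p = 0.0571 (exact permutation tests). *Myh6*, the adult myosin heavy chain (ENSMUSG00000040752, chromosome 14 from 54941921 to 54966927), fell by 0.63 on the log2 scale (standard error 0.091, adjusted p = 0.000213 from edgeR's quasi-likelihood test). *Myh7*, its fetal paralog (ENSMUSG00000053093, chromosome 14 from 54970684 to 54994626), was at 5114 ± 1187 CPM in NAE1 CKO and 1975 ± 1207 CPM in CTL, a log2 fold change of 1.37 with standard error 0.50 and adjusted p = 0.0757 from the same edgeR test. It passed with DESeq2 (adjusted p = 0.0150), limma-voom (0.00899) and edgeR without robust estimation (0.0160), within a range of 0.00899 to 0.159 over the alternatives. Both troponin I genes fell, the adult *Tnni3* (ENSMUSG00000035458, chromosome 7 from 4518305 to 4524229) by 0.64 (adjusted p = 2.19e-05 from edgeR) and the fetal *Tnni1* (ENSMUSG00000026418, chromosome 1 from 135779434 to 135810989) by 0.34 (adjusted p = 0.000470 from edgeR). In CTL, the *Myh7* to *Myh6* ratio was 0.131 and 0.122 in WT-443-7 and WT-443-8 and 0.0315 and 0.0330 in WT-453-3 and WT-453-5. *Myh7* overlaps antisense transcripts that include *Mhrt*, *Myh6* overlaps *Gm49130*, and *Tnni3* overlaps *Dnaaf3*, so their counts may hold reads of these genes.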

Consistent with the findings in AVV-infected hearts, the ratios of fetal to mature myosin heavy chain isoforms (*Myh7* to *Myh6*) and troponin I isoforms (*Tnni1* to *Tnni3*) were also significantly increased in NAE1^CKO^ hearts (Figure 3D). To further analyze the global impact of NAE1 deletion on the CM maturation status, gene set enrichment analysis (GSEA) was performed to assess the enrichment of differentially expressed genes among the previously identified mature (293 genes) and immature (354 genes) gene sets common in human and mouse.^45^ Genes upregulated in NAE1-deficient hearts were highly enriched for immature genes (normalized enrichment score [NES] = −2.32; Figure 3E), while downregulated genes were highly enriched for mature genes (NES = 3.38; Figure 3F). 

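Of 28 adult cardiomyocyte genes, 19 were lower, 3 higher and 6 did not pass the test in NAE1 CKO ventricles (median log2 fold change −0.46). With camera, which sets a list against all other genes, the adjusted p was 2.81e-06, and 0.230 with an estimated correlation. The calcium release channel *Ryr2* (−1.01), the calcium-binding protein *Hrc* (−1.19), the potassium channel *Kcnj11* (−0.68) and the inward rectifier *Kcnj2* (−1.04) were among the lower ones, whereas *Cav3* (−0.11) did not pass. Of 24 fetal cardiomyocyte genes, 13 were higher, 3 lower and 8 did not pass (median 0.54). The fetal isoform *Tnni1* (−0.34) was among the 3 lower. The paper treats *Nppa* and *Nppb*, which are members, as cardiac stress markers. The higher members are therefore not by themselves evidence of immaturity. This list had a camera adjusted p of 4.52e-05, of 0.116 with an estimated correlation and of 0.0630 without the members it shares with other lists. *Nppb*, a natriuretic peptide gene, had a log2 fold change of 3.41 (standard error 0.40, adjusted p = 0.000753 from edgeR's quasi-likelihood test), the pacemaker channel *Hcn4* 2.96 (standard error 0.16, adjusted p = 1.95e-06), and the atrial light chain *Myl4*, which overlaps *Gm22000*, 1.74. *Krt8*, a keratin gene that overlaps an antisense transcript, reached 3.49, and *Myl7* was at −0.21 with adjusted p = 0.728 from edgeR. Adjusted over the list alone, 20 adult genes were lower and 3 higher, and 15 fetal genes were higher and 3 lower. Both lists were written before the count table was examined and after Table S1 had been read, and the published gene sets of Fig. 3E and 3F were not used here. Markers of other cells were measured beside these. Of 16 macrophage markers 15 were higher (median 0.80), and of 6 endocardial markers 4, and none of either list was lower (adjusted p = 3.44e-07 and 0.0113 from limma's camera, and 0.214 and 0.286 with an estimated correlation). Of 13 atrial markers 3 were higher and 2 lower (adjusted p = 0.753 from limma's camera), and of 12 conduction system markers 3 were higher and 6 lower (adjusted p = 0.673 from limma's camera, median −0.36, mean 0.25).

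**Figure D2:**
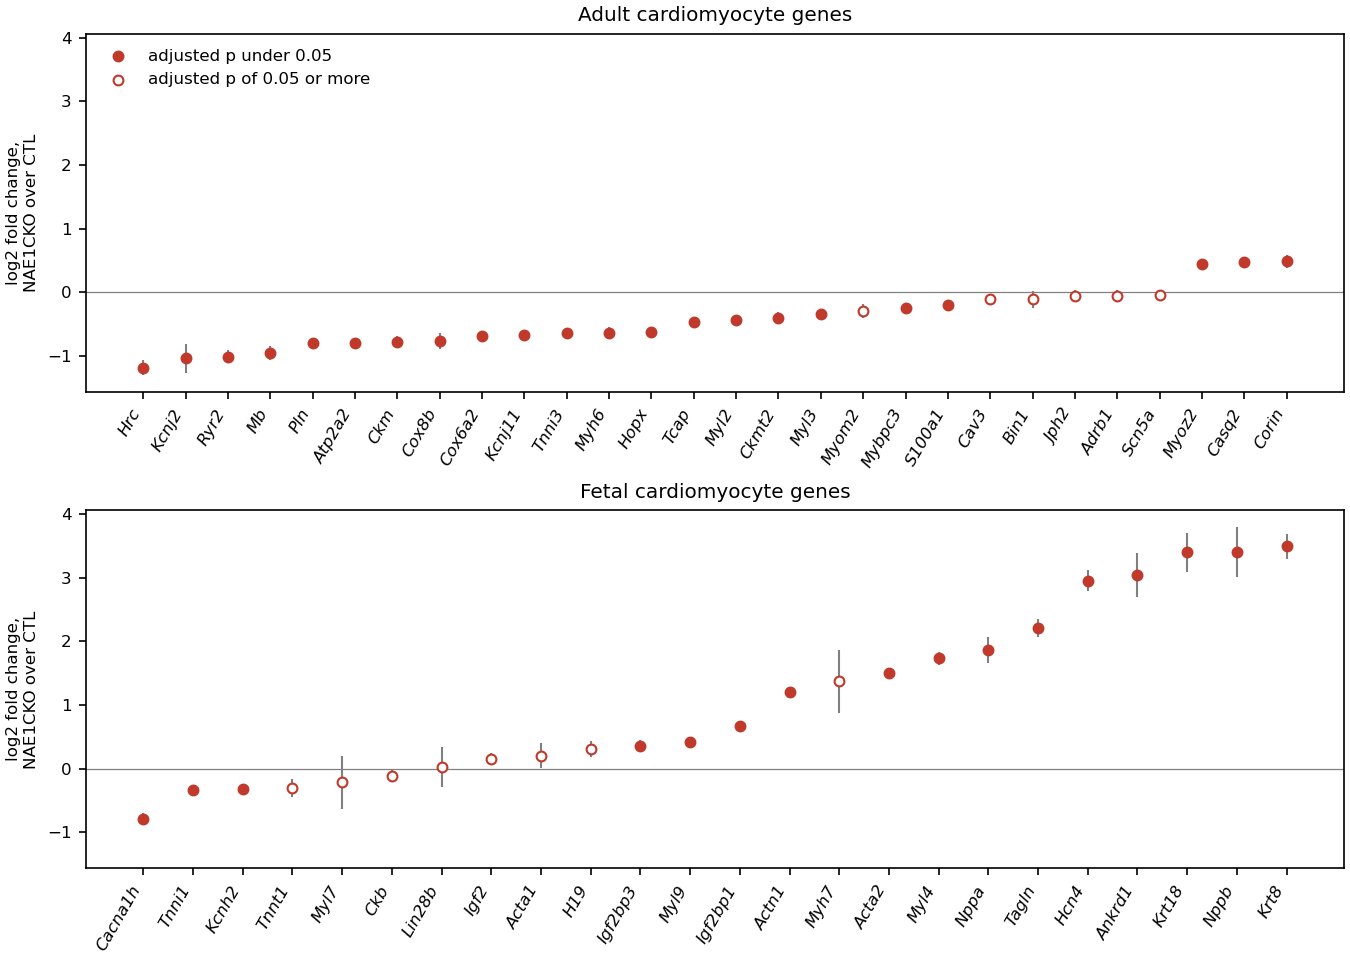
Log2 fold change of NAE1 CKO over CTL for each gene of the adult (top) and fetal (bottom) cardiomyocyte lists, ordered by value, with bars of 1 standard error from edgeR. Filled points have an adjusted p under 0.05 (22 of 28 and 16 of 24) and open points do not.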

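Of the 20 neonatal-specific genes drawn in Fig. S3C, 16 were higher and 4 lower in NAE1 CKO. The homeobox gene *Prrx2* had a log2 fold change of 2.08 (standard error 0.20, adjusted p = 1.27e-05 from edgeR's quasi-likelihood test), the cadherin *Cdh3* 2.13 (standard error 0.18, adjusted p = 3.84e-05), β-tubulin *Tubb2b* 1.36 and fibrillin *Fbn2*, which overlaps *Gm26507*, 1.01. The 4 lower ones included the Notch effector *Hey2* (−1.50), *Aldoc* (−0.81) and *Acot1* (−0.75). Of the 28 adult-specific genes drawn in Fig. S3D, 15 were lower and 13 higher. Lower genes included *Asb14* (−1.45), acetyl-CoA synthetase *Acss1* (−1.23), which overlaps *E130215H24Rik*, and the pacemaker channel *Hcn2* (−1.03), and higher ones the NRF2 target *Osgin1* (4.15), the interferon-inducible GTPase *Iigp1* (2.49) and the small heat shock protein *Hspb8* (1.25). *Fcer1g* (0.75) and *Laptm5* (0.85), which macrophages express, were also higher. The study chose these genes on the same samples, so their counts are not independent evidence of a direction, and the gene sets they come from were not used here.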

GSEA of the differentially expressed genes among the top 100 neonatal- or adult-specific genes identified in mouse heart^3^ also revealed a similar trend: upregulated genes were enriched for neonatal genes (NES = −1.04; Figures S3A and S3C), while downregulated genes were enriched for adult genes (NES = 1.31; Figures S3B and S3D). These data suggest that inhibition of neddylation results in persistent expression of genes associated with immaturity and inactivation of the transcriptional network required for CM maturation.

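Taken as 1 list, genes of T-tubules and calcium handling, which mature with the cardiomyocyte, were lower more often than higher in NAE1 CKO. Of 19 such genes 9 were lower, 2 higher and 8 did not pass (median log2 fold change −0.20), with the same counts when adjusted over the list alone. The lower members were mostly genes of calcium handling. Most T-tubule members, such as *Cav3* (−0.11), did not pass. The list had a camera adjusted p of 0.0176, and of 0.371 with an estimated correlation. Over the 9 genes that no other list holds, the camera adjusted p was 0.526. *Atp2a2*, the calcium pump of the sarcoplasmic reticulum, was at 4715 ± 472 CPM in NAE1 CKO and 8193 ± 725 CPM in CTL (log2 fold change −0.80, standard error 0.084, adjusted p = 2.19e-05 from edgeR's quasi-likelihood test), and its inhibitor *Pln* had the log2 fold change −0.80 (adjusted p = 1.82e-06 from edgeR), both with an overlapping antisense transcript. From the enrichment of immature gene sets among the genes that were higher and of mature gene sets among those that were lower (Figs. 3E, 3F, S3A and S3B), the paper proposes that without neddylation hearts keep expressing genes of immaturity and do not switch on the gene network of cardiomyocyte maturation.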

We next analyzed the RNA-sequencing (RNA-seq) data to identify biological processes enriched within the differentially expressed genes in NAE1-deficient hearts. Interestingly, the downregulated genes were highly enriched for oxidative phosphorylation and fatty acid metabolism, while the upregulated genes were enriched for more diverse cellular processes, including hypoxia signaling and glycolysis (Figure 3G). Specifically, many genes involved in fatty acid oxidation, mitochondrial fatty oxidative oxidation, and electron transportation chain were significantly downregulated in NAE1-deficient hearts (Figures 3H and S3E), whereas genes involved in glucose transport and glycolysis were either up- or downregulated (Figure S3F). 

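Most genes of nuclear-encoded oxidative phosphorylation, of the tricarboxylic acid cycle and of fatty acid oxidation were lower in NAE1 CKO ventricles. Set against all other genes, these lists had camera adjusted p of 3.42e-17, 1.75e-07 and 1.32e-15, and with an estimated correlation adjusted p of 0.305, 0.286 and 0.157. Of 80 nuclear-encoded genes of oxidative phosphorylation 70 were lower and none higher (median log2 fold change −0.34, 5 of them past 1.5-fold). Examples are *Cox7a1* (−0.80), a cytochrome oxidase subunit of heart and skeletal muscle, *Sdha* (−0.55) and *Ndufv1* (−0.50). Of 7 mitochondrially encoded genes with enough counts 5 were lower (median −0.33, camera adjusted p = 0.0113, and 0.305 with an estimated correlation), with *mt-Cytb* at −0.43 and *mt-Nd1*, which overlaps *mt-Ti* and did not pass, at −0.01. Of 20 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase 17 were lower (median −0.38), such as *Idh3g* (−0.49) and *Suclg1* (−0.48). Among 41 genes of fatty acid oxidation 37 were lower (median −0.61), 23 of them past 1.5-fold. *Cpt2*, which rebuilds acyl-CoA inside mitochondria, was at 108 ± 3.50 CPM against 166 ± 6.32 CPM (log2 fold change −0.63, standard error 0.052, adjusted p = 3.44e-06 from edgeR's quasi-likelihood test). Its partner *Cpt1b* (−0.43, adjusted p = 0.0415 from edgeR), which overlaps *Gm44502*, no longer passed without KO-443-3, KO-443-5, KO-453-7, WT-443-8, WT-453-3 or WT-453-5 (adjusted p of 0.0912, 0.103, 0.0686, 0.0786, 0.105 and 0.100 from edgeR), nor with library size alone as the scaling (0.0660) or with no filter on low counts (0.0567). Over the alternatives its adjusted p ranged from 0.00276 to 0.105. For lipid uptake and storage, 13 of 22 genes were lower and none higher (median −0.36, camera adjusted p = 1.18e-05, and 0.214 with an estimated correlation), with the lipase *Mgll*, which overlaps *Gm26588*, at −0.72. 

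Of 25 genes of glycolysis and glucose transport, 8 were higher and 8 lower (median −0.03, camera adjusted p = 0.772, and 0.871 with an estimated correlation). The glucose transporter *Slc2a1* rose (log2 fold change 1.12, standard error 0.10, adjusted p = 1.05e-05 from edgeR) and lactate dehydrogenase *Ldhb* (−0.56) fell. Of 40 HIF1 targets 16 were higher and 4 lower (median 0.18, camera adjusted p = 0.00376, and 0.230 with an estimated correlation), among them endothelin *Edn1* (2.25), collagen hydroxylase *Plod2* (0.78) and glycogen branching enzyme *Gbe1* (0.54). *Slc2a1*, *Edn1* and *Plod2* each overlap an antisense transcript. Adjusted over the list alone, the lower counts were 76, 5, 19, 40 and 15 for oxidative phosphorylation (with 1 higher), mitochondrially encoded genes, the tricarboxylic acid cycle, fatty acid oxidation and lipid uptake. They were 9 higher and 10 lower for glycolysis and 17 and 4 for HIF1 targets. Sarcomere and transcription factor genes that cardiomyocytes use at all stages, a list written after the data were seen and before any list was tested, had 9 lower and 3 higher of 26 members (median −0.10).

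**Figure D3:**
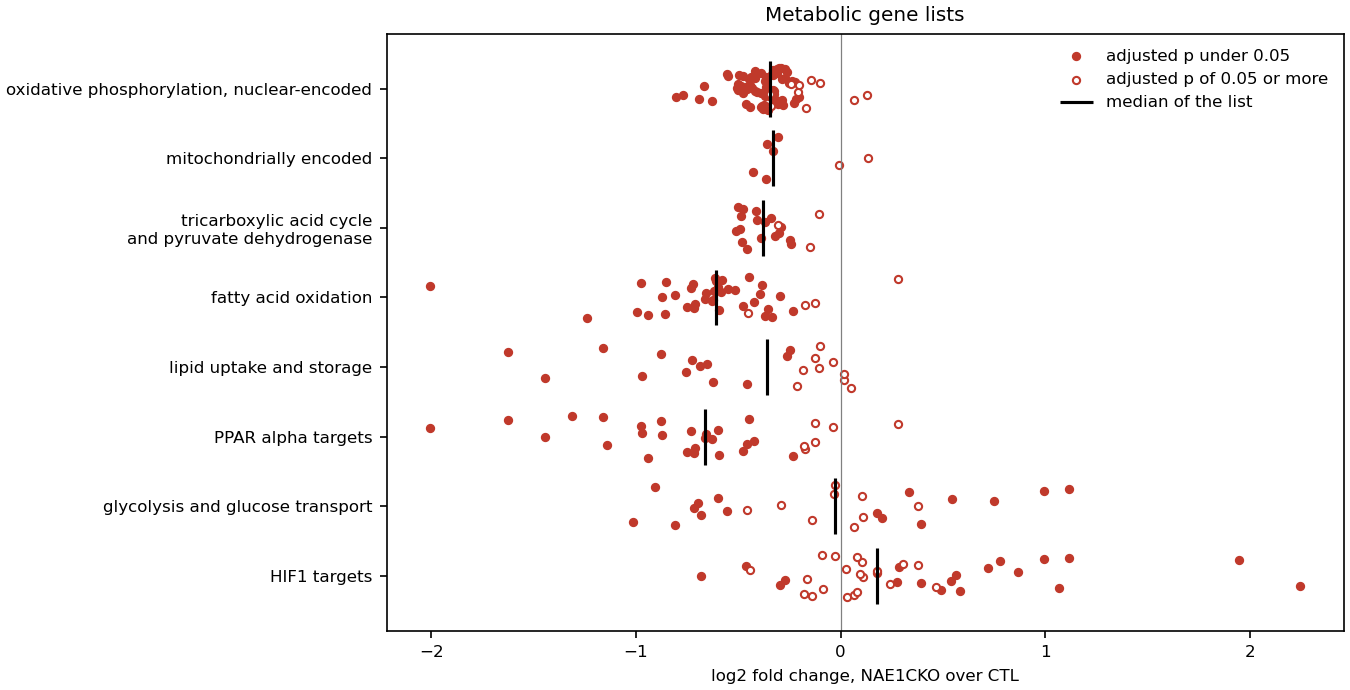
Log2 fold change of NAE1 CKO over CTL for each tested gene of metabolic gene lists. Filled points have an adjusted p under 0.05 from edgeR, open points do not, and black bars mark each list's median, from −0.66 for PPARα targets to 0.18 for HIF1 targets.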

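All 13 genes of mitochondrial fatty acid oxidation and all 5 of the electron transport chain drawn in Fig. 3H were lower in NAE1 CKO. In the first group, *Acaa2*, the thiolase of the last step of β-oxidation, was at 488 ± 43.8 CPM in NAE1 CKO and 936 ± 137 CPM in CTL (log2 fold change −0.94, standard error 0.10, adjusted p = 4.14e-05 from edgeR's quasi-likelihood test). *Eci1* (−0.81), an enoyl-CoA isomerase, and *Acadm* (−0.60), the medium-chain acyl-CoA dehydrogenase, lay within this group too. In the second, *Cox6b2* had a log2 fold change of −0.77, *Ndufb10* −0.67 and *Cox4i2* −0.63. Of 27 genes drawn under fatty acid oxidation 21 were lower, 5 higher and 1 did not pass. The lipid droplet protein *Plin5* had a log2 fold change of −1.63 (standard error 0.19, adjusted p = 0.000254 from edgeR), malonyl-CoA decarboxylase *Mlycd* −0.98 and acetyl-CoA carboxylase *Acacb* −0.86. The desaturase *Scd4* (1.57) was among the higher ones, as were the insulin receptor substrates *Irs1* (0.70) and *Irs2* (1.06), which each overlap an antisense transcript. *Nr4a3* was at 1.24 with adjusted p = 0.0563 from edgeR, and passed with DESeq2 (adjusted p = 0.0444), limma-voom (0.0271) and edgeR without robust estimation (0.0261) or with the title number as a block (0.00288), and without KO-443-5 (0.0352) or WT-453-3 (0.0130). Its adjusted p over the alternatives ranged from 0.00288 to 0.161. Of 11 genes drawn under glycolysis 6 were higher, such as *Htr2a* (1.87), *Igf1* (1.06), *Myc* (0.82) and the phosphofructokinase *Pfkp* (0.75), and 5 lower, such as the muscle enolase *Eno3* (−1.02), the muscle phosphofructokinase *Pfkm* (−0.70) and hexokinase *Hk2* (−0.68). *Pfkp* and *Pfkm* are paralogs that each overlap other genes. These genes were picked by the study from the same samples, so the tallies are not independent evidence.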

Interestingly, many of these dysregulated metabolic genes were enriched in PPARα and HIF1α signaling (Figure 3I), suggesting their potential involvement in metabolic dysregulation. 

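Of 31 PPARα targets, which carry fatty acid uptake and oxidation, 25 were lower in NAE1 CKO ventricles, none was higher and 6 did not pass (median log2 fold change −0.66). The list had a camera adjusted p of 1.65e-10, and of 0.230 with an estimated correlation. Adjusted over the list alone 26 were lower. The list holds genes of fatty acid oxidation and of lipid uptake that those lists hold too. Fewer than 5 of its tested members are in no other list, too few for a test without shared members. Its result is therefore not separate from theirs. Of the 26 genes in the PPAR and HIF1α chord plots of Fig. 3I, 15 were lower and 11 higher, and as genes drawn by the study from these samples they are no independent test. On the lower side, the glycerol channel *Aqp7* was at 8.86 ± 1.12 CPM against 19.5 ± 4.76 CPM (log2 fold change −1.14, standard error 0.17, adjusted p = 0.000345 from edgeR's quasi-likelihood test), the retinoid receptor *Rxrg* had −1.49, the lipid droplet protein *Plin4* −0.88, and *Ehhadh* of peroxisomal oxidation −0.66. On the higher side, the innate immune receptor *Tlr4* was at 20.5 ± 4.26 CPM against 7.11 ± 0.577 CPM (log2 fold change 1.52, standard error 0.14, adjusted p = 1.08e-05 from edgeR). The cell cycle inhibitor *Cdkn1a* (1.52), the matrix inhibitor *Timp1* (1.06) and the kinase subunit *Pik3cb* (0.91) rose as well. *Plin4* and *Cdkn1a* each overlap another gene on the opposite strand.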

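Among 13 genes of metabolic transcriptional regulators, 6 differed between NAE1 CKO and CTL ventricles at the adjusted p alone, and *Ppara* and *Perm1* also passed 1.5-fold. *Ppara*, the nuclear receptor of fatty acid metabolism (chromosome 15 from 85734983 to 85802819), was at 16.3 ± 3.83 CPM in NAE1 CKO and 33.6 ± 8.07 CPM in CTL (log2 fold change −1.04, standard error 0.21, adjusted p = 0.00471 from edgeR's quasi-likelihood test). *Perm1*, a muscle regulator of mitochondrial genes (chromosome 4 from 156215868 to 156221307), was at 106 ± 20.3 CPM against 176 ± 34.3 CPM (log2 fold change −0.74, standard error 0.17, adjusted p = 0.0101 from the same edgeR test). The coactivator *Ppargc1a* (−0.52, adjusted p = 0.000855 from edgeR), the orphan receptor *Esrra* (−0.39, 0.00144), which overlaps *Trmt112*, and the mitochondrial transcription factor *Tfb2m* (−0.50, 0.0229) were lower, and *Ppard* (0.35, 0.00307) was higher. *Tfb2m* no longer passed without KO-453-6 (adjusted p = 0.0625 from edgeR) or KO-453-7 (0.0533), without WT-443-7 (0.0652) or WT-443-8 (0.0537), or with library size alone as the scaling (0.0622), within a range of 0.00876 to 0.0652 over the alternatives. *Hif1a* (chromosome 12 from 73901375 to 73947530), which overlaps an antisense transcript, was at 147 ± 21.4 CPM against 123 ± 7.92 CPM, a log2 fold change of 0.26 (standard error 0.095, adjusted p = 0.0522 from edgeR). It passed with DESeq2 (adjusted p = 0.0451), with library size alone (0.00924), with no filter on low counts (0.0336) and without KO-453-7 (0.00503), within a range of 0.00503 to 0.136 over the alternatives. *Ppargc1b* (−0.33), *Esrrb* (−0.29), *Esrrg* (−0.15), *Tufm* (−0.21), *Tfam* (−0.13) and *Pparg* (−0.01) did not pass. Over the scalings, tools, filters and left-out libraries, *Esrrg* did with upper-quartile scaling (adjusted p = 0.0339 from edgeR) and without WT-443-8 (0.0240), within a range of 0.0240 to 0.503 over the alternatives. Adjusted over the list alone, *Hif1a* (0.0356) and *Esrrg* (0.0453) passed too.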

Screening of a list of key metabolic transcriptional regulators showed a significant downregulation of PERM1 and PPARα, but not others, such as HIF1α, in NAE1-deficient hearts (Figure S3G). These data identify a link between neddylation and cardiac metabolic maturation.

### Defective oxidative metabolism in NAE1-deficient hearts

Perinatal metabolic transition from glycolysis to oxidative metabolism is essential for CM maturation and postnatal cardiac development.^8,46^ Quantitative real-time PCR analysis showed that several genes involved in fatty acid utilization, such as *Dgat2, Hadha, Mlycd,* and *Eci1,* were significantly downregulated in medium-dose AAV-Cre-infected NAE1^F/F^ hearts compared with NAE1^F/+^ hearts, whereas *Igf1*, a gene that stimulates glucose utilization, was markedly upregulated (Figure 4A). In contrast, we did not observe a significant change in stress markers *(Nppa, Nppb,* and *Myh6)* (Figure S4A), consistent with the lack of pronounced cardiac dysfunction in these hearts (Figure S1C). Moreover, western blotting revealed a decrease in the enzyme regulating fatty acid utilization (acyl-CoA synthetase long chain family member 1, ACSL1) and proteins involved in mitochondrial biogenesis (PGC1α and PERM1)^47^ in medium-dose AAV-Cre-infected NAE1^F/F^ hearts (Figure 4B and 4C). Measurement of respiration function of isolated cardiac mitochondria showed a substantial reduction in basal and maximal mitochondrial respiration in NAE1^F/F^ hearts (Figures 4D and 4E). In addition, the ATP content in NAE1^F/F^ hearts also decreased to nearly half of the levels in NAE1^F/+^ hearts (Figure 4F). Since medium-dose AAV-Cre deletes NAE1 in ~60% of CMs, these metabolic changes may be underestimated, highlighting the impact of neddylation on cardiac metabolism.

Cardiac metabolism switching from glycolysis to oxidative metabolism starts at midgestation.^6^ We sought to determine whether NAE1^CKO^ affects cardiac metabolic function. Quantitative real-time PCR analysis showed that NAE1^CKO^ led to dramatically decreased mRNA levels of fatty acid oxidation genes, including *Acadm, Cpt1b,* and *Atgl* (Figure 4G). Ultra-structural analysis revealed a significant increase in lipid droplets in mutant CMs (Figures S4B and S4C). Oil red O (ORO) staining revealed increased accumulation of lipid droplets in NAE^CKO^ hearts compared with littermate control hearts (Figure S4D). Meanwhile, NAE1-deficient CMs also displayed a remarkable increase in degenerating/immature mitochondria with loose and fragmented cristae and mitophagic vesicles (Figures 4H and 4I), suggesting mitochondrial dysfunction. Thus, the *in vivo* findings from NAE1-deficient hearts support a critical role for neddylation in instigating cardiac oxidative metabolism.

### Inhibition of neddylation impairs fatty acid utilization in cultured CMs

To study whether neddylation regulates fatty acid utilization in a cell-autonomous manner, neonatal rat ventricular CMs (NRVCs) were treated with MLN4924 (MLN), a potent and specific NAE1 inhibitor with minimal effect on Ub or other Ub-like proteins,^48^ or transfected with siRNAs against both subunits (NAE1 and UBA3) of NAE to inhibit neddylation (Figures 5A and S5A). Since cultured CMs are prone to using glucose as a major energy source, NRVCs were treated with oleic acid (OA) to boost fatty acid utilization. Silencing of NAE and MLN treatment led to greater accumulation of lipid as measured by LipidTOX and BODIPY labeling and quantification of triglyceride contents (Figures 5C, 5D, and S5C–S5F). Mitochondrial stress test revealed that both treatments significantly impaired mitochondrial bioenergetics and resulted in significantly diminished basal and maximal respiration (Figures 5E and 5F). Palmitate oxidation stress test further revealed that silencing of NAE suppressed fatty acid utilization (Figures 5G and 5H). MLN treatment significantly blunted OA-induced upregulation of genes crucial for fatty acid utilization, such as *Cpt1b* and *Atgl,* and mitochondrial biogenesis, such as *Pgc1a* and *Pgc1b,* and attenuated OA-induced downregulation of the glycolytic gene *Pkm,* although it had little effect on *Pparg* and *Hk2* expression (Figure 5I). MLN also significantly decreased the expression of PGC1α (a master regulator of mitochondrial biogenesis), CPT1B (carnitine palmitoyltransferase 1B; the rate-controlling enzyme of long-chain fatty acid β-oxidation), and ACSL1 (acyl-CoA synthetase long-chain family member 1; an isozyme of the long-chain fatty acid-coenzyme A ligase) (Figures S5A and S5B). Together, these data suggest that inhibition of neddylation represses fatty acid oxidative metabolism in CMs.

### Metabolomics analysis revealed altered metabolic intermediates in MLN-treated NRVCs

To understand the broader impact of neddylation on CM metabolism, we performed untargeted metabolomics analysis of cultured CMs with and without MLN treatment. Principal-component analysis (PCA) of the detected metabolites clearly distinguished between vehicle (Veh)- and MLN-treated cells (Figure S6A). Among 1,436 annotated metabolites (Table S2), 205 were significantly downregulated, while 208 were upregulated, in MLN-treated CMs (fold change [FC] > 1.5, adjusted p < 0.05; Figure S6B). Integrated pathway enrichment analysis of the significantly altered metabolites identified many metabolic pathways significantly affected by neddylation inhibition (Figure S6C and Table S2). Pathways with top enrichment included critical cellular glucose and fatty acid metabolism, such as fatty acid biosynthesis, carnitine synthesis, Warburg effect, and glycolysis, as well as multiple interconnected amino acid metabolic pathways. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of these metabolites also identified similar enriched pathways (Figure S6D). Individual metabolites whose levels were altered by treatment with MLN are shown in Figure S6E. Taken together, the results of the metabolomics analysis suggest that inhibition of neddylation has a global impact on the metabolic profile, especially in the pathways related to glucose and fatty acid metabolism in CMs.

### Persisting HIF1α signaling in neddylation-deficient CMs

Activation of HIF1α promotes glycolysis, suppresses fatty acid oxidation, and inhibits mitochondrial biogenesis and oxidative phosphorylation.^49–51^ Developmental downregulation of HIF1α in the heart is essential for perinatal metabolic transition and cardiac chamber development.^6^ The enrichment of dysregulated genes in HIF1α signaling (Figure 3I) prompted us to explore a possible link between neddylation and HIF1α signaling. Analysis of chromatin immunoprecipitation sequencing (ChIP-seq) data of HIF1α in embryonic day 12.5 mouse hearts^21^ showed that 155 (9.1%) of the dysregulated genes in NAE1-deficient hearts were putative HIF1α targets (Figure 6A). Gene ontology (GO) enrichment analysis demonstrated that these 155 genes were mostly associated with fructose and pyruvate metabolism and mitochondria, as well as cardiac muscle contraction and morphogenesis (Figure 6A). Specifically, many HIF1α-regulated glycolytic, fatty acid oxidative, and mitochondrial genes were downregulated in NAE1-deficient hearts (Figure 6B). 

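Of the 22 genes drawn in Fig. 6B, 18 were lower and 4 higher in NAE1 CKO ventricles. Lower genes with mitochondrial products included *Echdc3* (−0.97), the import subunit *Timm21* (−0.79), the carrier *Slc25a11* (−0.64), which overlaps *Rnf167*, and *Dhrs4* (−0.63). *Ech1*, an enoyl-CoA isomerase of fatty acid oxidation, was at 223 ± 32.0 CPM against 409 ± 67.9 CPM (log2 fold change −0.87, standard error 0.13, adjusted p = 0.000883 from edgeR's quasi-likelihood test), and *Coq9* of ubiquinone synthesis, which overlaps *Ciapin1*, had a log2 fold change of −0.73. *Bcl2l11*, encoding a mitochondrial death protein, was at −0.81. Higher were *Pfkp*, *Irs2*, *Prepl* (0.72), which overlaps *Slc3a1*, and *Bok*, a BCL2 family gene (log2 fold change 1.25, standard error 0.093, adjusted p = 1.56e-06 from the same edgeR test). The study selected these genes for their change in the same samples, so the tally is not independent evidence, and the HIF1α-bound gene list they were drawn from was not used here.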

We confirmed that deletion of NAE1 caused a substantial accumulation of HIF1α proteins without altering its transcripts (Figures 6C and 7D). Consistent with previous reports,^6,21^ HIF1α was abundant in E9.5 mouse hearts but remarkably downregulated in E14.5 mouse hearts and mainly resided in the cytosol of CMs (Figures S7A and 6E). However, HIF1α accumulated in the nucleus of NAE1-deficient CMs at E14.5 (Figures 6E and 6F), a time point when cardiac morphology was comparable between control and mutant hearts.^41^ Moreover, Glut1, a glucose transporter that is a known HIF1α downstream target, was upregulated in mG^+^ (NAE1-deleted) CMs, but not in mT^+^ CMs, in E14.5 mouse hearts (Figures 7G and 7H), supporting the activation of HIF1α. Similarly, depletion of NAE1 via AAV-Cre also led to accumulation of HIF1α in postnatal hearts (Figures 6I and 6J) and downregulation of HIF1α target genes involved in fatty acid metabolism *(Dgat2, Acaa2)* and mitochondrial function (*Ech1, Slc25a33, Coq9*) (Figure 6K). HIF1α reporter assay showed that both silencing of NAE and MLN treatment increased HIF1α activity in H9C2 and HEK293 cells (Figures S7B–S7D). Taken together, these results suggest that inhibition of neddylation promotes accumulation and activation of HIF1a, which in turn represses the establishment of oxidative metabolism in the developing heart.

### Neddylation regulates HIF1α expression in Cul2-dependent and -independent manners

HIF1α expression is largely controlled at the posttranscriptional level. Under normoxic conditions, HIF1α is ubiquitinated by Cul2-von Hippel-Lindau (VHL) ubiquitin ligase and subsequently degraded by the proteasome.^52^ Neddylation is essential for cullin-RING ubiquitin ligase activity,^53^ and inhibition of neddylation via MLN or NAE1^CKO^ robustly increased HIF1α in CMs (Figures 6D, 6I, 7A, and S7E). Interestingly, however, MLN and bortezomib (BZM; a 20S proteasome inhibitor) had synergistic effects in stabilizing HIF1α in CMs under both normoxic and hypoxic conditions (Figure 7A), suggesting that neddylation functions independent of Cul2 to control HIF1α expression. Immunoprecipitation of HIF1α under denatured conditions, which prevents non-covalent protein-protein interactions, identified neddylated species, which were absent in cells expressing conjugation-deficient NEDD8 mutant and reduced by MLN treatment (Figure 7B). Moreover, overexpression of NEDD8 E2 enzyme UBC12 also increased neddylated HIF1α (Figure 7C), further supporting HIF1α as a putative NEDD8 target. Furthermore, MLN remained effective in stabilizing HIF1α in Cul2-deficient CMs (Figures 7D and 7E). These data suggest that neddylation of HIF1α promotes its degradation in a manner that is independent of Cul2 ubiquitin ligase. Inhibition of HIF1α with echinomycin (Ech), a compound that inhibits HIF1α binding to DNA and thus its transcriptional activity,^54^ substantially reduced MLN-induced lipid accumulation in CMs (Figure 7F), and this was further confirmed by quantification of triglyceride (TG) content (Figure 7G). Thus, we propose that neddylation has dual roles in the regulation of HIF1α expression and that upregulation of HIF1α affects fatty acid utilization in neddylation-deficient CMs.

## DISCUSSION

In this study, we demonstrated that neddylation is required for CM maturation and perinatal cardiac development by ensuring developmental metabolic transition. Our findings support a model in which neddylation modifies HIF1α and Cul2, and neddylation of both proteins has a synergistic effect in promoting efficient HIF1α ubiquitination and degradation, which is essential for the establishment of oxidative metabolism in the developing heart (Figure 7H). Consequently, inhibition of neddylation leads to accumulation of HIF1α proteins and persistent HIF1α signaling, which represses fatty acid utilization in late gestational and postnatal heart, leading to defects in CM maturation and eventually heart failure. Thus, our study identifies neddylation as a crucial posttranslational mechanism regulating cardiac maturation and metabolism.

The biological functions of neddylation have been primarily described in the context of its impact on cell differentiation and proliferation,^31–35^ but its significance in terminally differentiated, postmitotic organs has not been investigated. Using AAV-TnT-Cre to achieve mosaic, postnatal gene deletion in the heart, our study defines a role for neddylation in CM maturation. This is evidenced by a disrupted T-tubule network, decreased CM cell size, and significantly dysregulated expression of maturation genes in neddylation-deficient CMs in the absence of overt cardiac dysfunction (Figures 2 and 3). Consistent with an arrest in cardiac maturation, mice with high-level deficiency of neddylation developed cardiomyopathy and heart failure before adolescence (Figure 1), and genetic deletion of NAE1 in embryonic heart at midgestational stage via αMHC^Cre^ induces heart failure and perinatal lethality.^41^ Notably, deletion of CSN8, a subunit of the deneddylase COP9 signalosome (CSN), in postnatal hearts via αMHC^Cre^ causes dilated cardiomyopathy and heart failure by 3 weeks of age.^38^ Transient inhibition of neddylation with MLN4924 during the first week after birth predisposes the heart to isoproterenol-induced pathological remodeling.^55^ Since perturbations of deneddylation or neddylation in these studies occurred in the critical time window of CM maturation, disruption of CM maturation may contribute to the observed cardiac phenotypes. ASB2, a Cul5-RING Ub ligase whose activity is regulated by neddylation, was shown to regulate CM maturation by facilitating sarcomere organization and formation of cell-cell junctions.^56^ Together, recent findings from our studies and others support a previously unrecognized mechanism regulating CM maturation and perinatal cardiac development.

Increasing evidence has suggested a critical role for a metabolic shift from glycolysis to oxidative metabolism in CM maturation. Perturbations of PGC1/PPAR signaling, an important pathway regulating mitochondrial biogenesis and maturation, disrupts CM maturation, whereas PGC1/PPAR activation improves the maturation of pluripotent stem cell-derived CMs.^5^ Similarly, disruption of ERRα and ERRγ, which function as critical transcriptional activators of metabolic genes in adult CM, impairs cardiac maturation and results in heart failure in the developing heart.^19^ Findings from this study establish neddylation as a crucial mechanism in the regulation of cardiac oxidative metabolism. We present *in vitro* and *in vivo* evidence showing that inhibition of neddylation disrupts the expression of metabolic genes, inhibits mitochondrial maturation and respiration, suppresses fatty acid utilization, and significantly alters metabolite profiles in CMs (Figures 3, 4, 5, and S3–S6), which collectively culminate in the arrest of CM maturation. Consistent with our results, inhibition of neddylation via deletion of NEDD8 or UBA3 in the liver suppressed mitochondrial oxidative phosphorylation and fatty acid oxidation, leading to hepatic steatosis.^33^ Interestingly, MLN4924 treatment and UBA3 knockdown were shown to enhance basal and maximal oxidative phosphorylation in cancer cell lines,^57^ suggesting that the effect of neddylation in metabolism could be cell-type dependent.

The spatiotemporal downregulation of HIF1α in the developing heart is crucial for the metabolic transition from glycolysis to oxidative metabolism and cardiac maturation. Despite its essential role in stimulating CM proliferation in hypoxic embryonic hearts,^21^ persistent HIF1α activation in postnatal hearts has been linked to heart failure and premature death, at least in part due to defective energy metabolism.^17,58–61^ Deletion of the E3 ubiquitin ligase VHL in the developing heart results in HIF1α hyperactivation, abrogating the developmental metabolic shift and impairing cardiac maturation and function, which can be rescued by concomitant deletion of HIF1α.^6^ Moreover, chronic perinatal hypoxia is sufficient to delay cardiac maturation.^62^ We observed accumulation of HIF1α (Figures 6 and 7) and deficits in oxidative metabolism (Figures 4 and 5) in neddylation-deficient hearts and cultured CMs, and inhibition of HIF1α attenuated lipid accumulation in neddylation-deficient CMs (Figure 7G). Thus, our data suggest that neddylation regulates developmental metabolic reprogramming, at least in part, by repressing HIF1α signaling the heart.

Identification of NEDD8 substrates is of utmost importance to elucidate the biological functions of neddylation. Consistent with the findings in non-cardiac cells,^63–66^ we confirmed that HIF1α is degraded by Cul2-VHL Ub ligase and is also a putative NEDD8 target in CMs (Figure 7). Interestingly, inhibition of neddylation in the absence of Cul2 remains effective in stabilizing HIF1α, suggesting that neddylation of HIF1α promotes its degradation. Thus, neddylation appears to regulate HIF1α by directly targeting Cul2 and HIF1α, respectively. While neddylation itself does not directly target the modified substrates for proteasomal degradation under basal conditions, it is reported that NEDD8 incorporates into the existing Ub chain under stress conditions to facilitate the degradation of ubiquitinated proteins,^67,68^ which may otherwise prevent the exhaustion of the ubiquitin machinery. Further experiments are needed to identify the neddylation site on HIF1α and elucidate the biological functions of HIF1α neddylation.

As a protein modification that targets diverse cellular proteins,^69,70^ neddylation may have multiple downstream effectors that coordinate CM metabolism. Other than HIF1α, mitochondrial electron transfer flavoproteins A and B (ETFA and ETFB), two key proteins responsible for relaying electrons in the electron transport chain, were identified as neddylated substrates, and neddylation increased the stability of ETFA and ETFB by preventing their ubiquitination and degradation in hepatocytes.^33^ PPARγ neddylation was reported to control the expression of genes involved in fatty acid storage and is essential for adipogenesis.^32^ Whether neddylation of these proteins regulates cardiac developmental metabolic reprogramming remains to be determined. It should be pointed out that the NEDD8 proteome is likely cell-type specific. Mapping the NEDD8 proteome landscape will provide mechanistic insights into how neddylation regulates cardiac homeostasis.

### Limitations of the study

There are still some limitations in this study. First, we cannot exclude the possibility that neddylation inhibition perturbs the Hippo-YAP pathway, as we reported previously,^41^ which may have effects on CM metabolism^71^ and the last round of proliferation and division.^72^ Second, single-cell or single-nucleus RNA-seq of cells isolated from hearts infected with medium- or low-dose AAV-Cre will provide precise transcriptomic changes in neddylation-deficient CMs, which may define the metabolic phenotype independent of ongoing cardiac remodeling. Third, neddylation may have a direct impact on multiple pivotal cellular processes beyond cardiac metabolism and maturation, such as CM contractility, T-tubule remodeling, and Ca^2+^ handling. Defects in these pathways may contribute to the cardiac phenotype observed in NAE1-deficient hearts.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Huabo Su ().

#### Materials availability

All reagents generated in this study will be made available on request from the lead contact with a completed Materials Transfer Agreement.

#### Data and code availability

- All sequencing data have been deposited at GEO and are publicly available as of the date of publication. The accession number is listed in the key resources table (GEO: GSE217964). All microscopy data in this paper will be available upon request to the lead contact.
- No specific code was used in this article.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Animals

All animal experiments were approved by the Augusta University Institutional Animal Care and Use Committee. A transgenic mouse line bearing a NAE1^Flox^ allele was crossed with αMHC^Cre^ mice (the Jackson Laboratory, strain # 011038) to generate CM-restricted NAE1 knockout (NAE1^CKO^) mice. A transgenic mouse line bearing the Rosa26^mTmG^ allele (the Jackson Laboratory, strain # 007676) was used for lineage tracing. These mice were maintained in the C57BL/6J inbred background for our studies.

During all experiments involving transgenic mice, experimental mice were randomly assigned into all groups, including sex (male and female), age (8–12 weeks for breeding/4, 6 weeks or neonatal P1 as specified in each figure), unless specified. The total estimate number of mice used in this article is ~180 mice (including embryonic stage mice) and ~120 rat pups for NRVC isolation. All mice were at healthy status before experiments. No subjects were involved in previous procedures except for AAV injections indicated in specific figures at age of P1. The housing conditions were well maintained at room temperature in the animal facility of Augusta University. The influence of sex was not determined for 4 or 6 weeks sacrificed mice. The influence of sex of P1 pups was considered as not significant.

#### Ethical statement

Our studies did not include human participants, human data, or human tissue. All animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at Augusta University.

#### Culture of neonatal cardiomyocytes and cell lines

Neonatal rat ventricular cardiomyocytes (NRVCs) were isolated using Neonatal Cardiomyocyte Isolation System (Worthington) following the manufacturer’s protocol.^40^ Briefly, neonatal rat hearts were minced into ~1 mm diameter and digested in 0.05% Trypsin in 4°C overnight on a slow speed rocker. The other day, digested heart tissue was washed 4 times and subject to Collagenase digestion at 37°C for 40 min. NRVCs were next separated by pipet flushing and through 70 mm filter, pre-plated for 2 h to exclude cardiac fibroblast, and finally plated in 60-mm dishes in DMEM containing 10% FBS, 1% P/S and 1x BrdU for two days. The culture media was next changed to 2% FBS, which could be cultured in 37°C incubator with 5% CO_2_ for at most 3 days prior to use. Hypoxia condition was created by N_2_ humidified chamber with 5% CO_2_ and 1% O_2_ supplied at 37°C for 24 h.

HEK293 cells were cultured in DMEM supplemented with 10% fetal bovine serum at 37°Cand 5% CO_2_. pShuttle-CMV-SF-NEDD8 (Strep- and FLAG-tagged NEDD8) was generated as described.^40^ The plasmids were transfected into the cells using X-tremeGene HP DNA transfection reagent (Roche) according to the manufacturer’s protocol. Cells were harvested for analysis 48-72 h after transfection or as indicated.

Some of the cells were treated with vehicle (DMSO or BSA), 1 μM MLN4924 (Active Biochem), 100 nM bortezomib (Enzolife), or 1 nM Echinomycin (Thermo Fisher) where applicable.

### METHOD DETAILS

#### Adeno-associated virus infection

AAV9 virus expressing Cre under the control of a mouse cardiac troponin T promoter (AAV9-cTnT-Cre)^42^ (Vigene Biosciences) was subcutaneously injected into mice at age P1 at the indicated doses (high dose: 5 x 10^11^ GC/pup; medium dose: 0.5 × 10^11^ GC/pup; low dose: 0.25 x 10^11^ GC/pup). Genotyping of mouse pups were blind to injection performer.

#### *In situ* t-tubule labeling, imaging, and quantification

The hearts from AAV-infected mice were isolated and perfused with FM4-64FX and subjected to *in situ* confocal microscopy. The t-tubule content, integrity and regularity were next analyzed in ImageJ following previously described STAR Methods.^79^ Briefly, intact mouse hearts were Langendorff-perfused at room temperature with Tyrode’s solution (NaCl 137, KCl 5.4, HEPES 10, Glucose 10, MgCl_2_ 1, NaH_2_PO_4_ 0.33, pH adjusted to 7.4 with NaOH, oxygenated with 95% O_2_ and 5% CO_2_ during experiments), containing 10 μM FM4-64FX, a lipophilic fluorescence indicator of membrane structure (Thermo Fisher), for 20 min. The membrane structure of epicardial myocytes was analyzed *in situ* with confocal microscope (STELLARIS 8, Leica Microsystems). T-tubule images were next analyzed with IDL image analysis program (ITT VIS Inc., Colorado). Background noise in confocal images was filtered with a threshold value retrieved from image intensity histogram. T-tubule two-dimensional images were converted to frequency domain using the Fast Fourier Transformation function in IDL, so that it could be determined whether repeating patterns occur (T-tubule regularity) and how strong the repeating patterns are (T-tubule power).

#### RNA-seq analysis

Mouse ventricles were minced and treated with RNAlater (Thermo Fisher) according to the manufacturer’s protocol at −80°C. The isolated RNA was subjected to RNA-sequencing analysis performed by Genome Technology Access Center (GTAC) at Washington University via Next Generation Sequencing. Genotyping information of the mice was pre-coded and blind during RNA-seq analysis and data analysis.

#### Lipid droplets staining assays

Cells were stained with LipidTOX kit or BODIPY staining following the manufacturer’s protocol (Thermo Fisher #H34475 or #D3922, respectively). Briefly, after indicated treatment, NRVCs grown on coverslips were fixed in 4% paraformaldehyde at room temperature for 10 min and subjected to LipidTOX labeling (1: 1000 in PBS, RT for 30 min) or BODIPY labeling (1: 5000 in PBS, RT for 30 min). The cells were counterstained with cardiac Troponin-T (TnT)/Phalloidin (Thermo Fisher) and DAPI (diamidino-2-phenylindole, Thermo Fisher) to label cardiomyocytes and nuclei, respectively. Confocal images were quantified by ImageJ. LipidTOX/BODIPY intensity was normalized with DAPI intensity. Eight views/sample, 3 samples/group were quantified.

#### Triglyceride (TG) measurement

Cells were lysed in 1% Triton X-100 in PBS. The concentrations of TG were measured using a TG assay kit (Infinity Triglycerides kit) following the manufacturer’s protocol. The colormetric readings were collected with a microplate reader at OD 570 nm and the data were normalized to total proteins.

#### Metabolomics analysis

Cell pellets (~2.4X10^7^ cells/biological replicate) were collected and snap frozen in liquid nitrogen for untargeted metabolomics analysis (Creative Proteomics, NY). A total of 4 control samples and 4 MLN-treated samples were included in this analysis. No sample was excluded since sample submission. Briefly, samples were thawed in 800 μL of 80% methanol, sonicated at 4°C for 30 min, kept at −40°C for 1 h, vortexed for 30 s, and centrifuged at 12000 rpm at 4°C for 15 min. Finally, 200 μL of supernatant and 5 μL of DL-o-chlorophenylalanine (140 μg/mL) were used for LC-MS analysis. Quality control (QC) samples were prepared using the same sample preparation procedure. Samples were separated by Ultimate 3000LC combined with Q Exactive MS (Thermo) and screened with ESI-MS. The LC system is comprised of an ACQUITY UPLC HSS T3 (100 × 2.1 mm × 1.8 μm) with Ultimate 3000LC. The mobile phase was composed of solvent A (0.05% formic acid water) and solvent B (acetonitrile) with a gradient elution. The flow rate of the mobile phase was 0.3 mL/min. The column temperature was maintained at 40°C, and the sample manager temperature was set at 4°C. Mass spectrometry parameters in ESI- mode are as follows: heater temperature 300°C, sheath gas flow rate, 45 arb; auxiliary gas flow rate, 15arb; sweep gas flow rate, 1 arb; spray voltage, 3.2 kV; capillary temperature,350°C; S-Lens radiofrequency level, 60%. Sample information of specific treatments was blind during metabolomics analysis and data collection.

The raw data were acquired and aligned using MetaboAnalyst 5.0^79^ based on the m/z value and the retention time of the ion signals. Principal component analysis, statistical analysis, enrichment analysis, pathway analysis and networking analysis were also performed under the MetaboAnalyst 5.0 platform. A value of p < 0.05 was considered statistically significant unless specifically defined.

#### Embryo isolation

Female mice crossed with their mating partners were checked for plug formation. Mouse embryos at different embryonic ages were dissected and washed in cold PBS. Embryo heads and lower dorsal parts were removed prior to fixation. For immunostaining, the embryos were fixed in cold 4% paraformaldehyde overnight at 4°C, 70% ethanol overnight at 4°C, and subjected to either OCT embedding for cryosection or paraffin processing and embedding for paraffin sections at thickness of 5 μm. Approximately 60 embryos within 8 litters were used in this article. The grouping was determined by the genotyping of yolk sac of individual embryo. Sex was not considered at this stage of embryonic development.

#### Echocardiography

Perinatal mice were anesthetized by inhalation of isoflurane (2.5% for induction and 1.5% for maintenance) via a nose cone. The adequacy of anesthesia was monitored by toe pinch. Cardiac images and loops were recorded using a VEVO 2100 echocardiography system with a 30MHz transducer (Visual Sonics). The LV morphometric and functional parameters were analyzed offline using VEVO 2100 software. Echocardiography of conscious neonates was performed by gently securing the mice on the station with tapes. Mice information including genotyping and treatment was blind to echocardiography performer.

#### Histology and immunohistochemistry analysis

For histology analysis, 5-μm OCT-embedded cryosections were subjected to Fast Green/Sirius Red staining. For immunohistochemistry analysis, cryosections were subjected to antigen retrieval in preheated sodium citrate buffer (pH 6.0, 98°C) for 10 min with the PT Link system (Dako). For cryo-sectioned tissues, deparaffinizing and antigen retrieval procedure were replaced by treatment of 1% Triton X-100 in PBS for 10 min at room temperature. After pre-incubation with 10% non-immune goat serum (Thermo Fisher Scientific) to prevent non-specific binding, tissue sections were incubated with primary antibodies at 4°C overnight and subsequently with appropriate Alexa-Fluor conjugated secondary antibodies (Thermo Fisher Scientific) for 1 h at room temperature. Finally, sections were stained with DAPI (Sigma) and mounted in VECTASHIELD antifade mounting medium (Vector Laboratories). Images were captured with Olympus BX41 (Olympus) or Zeiss Upright 780 confocal microscope (Zeiss). Section information was pre-coded and blind to procedure performers including embedding, sectioning, staining and imaging.

#### Protein extraction and Western blot analysis

Protein was extracted from ventricular myocardium tissues or cultured cells, concentration determined with BCA reagents (Thermo Fisher Scientific), and SDS-PAGE, immunoblotting, and densitometry analysis were performed as previously described.^38^ Briefly, frozen tissue or cell was homogenized in lysis buffer (50 mm Tris-HCl pH 6.8 containing 1% SDS, 10% glycerol, and complete protease inhibitor mixture), sonicated and spin down at 14,000 rpm. The supernatant was collected and boiled for 10 min. After protein concentration was determined, the protein lysate was mixed with half the volume of 3x SDS loading buffer with 15% β-mercaptoethanol. The mixed sample was next boiled for 5 min and subjected to SDS-PAGE gel isolation, transferred to PVDF membrane, and blotted with specific primary antibody followed by secondary antibody conjugated with HRP and film development. No unique technique of Western blot was conducted. Primary antibodies used in this study are listed in key resources table and detailed in Table S3.

All uncropped WB figures can be found in Supplemental Materials.

#### Immunoprecipitation

For denaturing IP, cells were lysed in TSD buffer (50 mM Tris pH 7.5, 1% SDS, 5 mM DTT) containing a cocktail of phosphatase and protease inhibitors (Sigma). The lysates were then diluted with 10-fold volume of TNN buffer (50 mM Tris pH 7.5, 250 mM NaCl, 5 mM EDTA, 0.5% NP-40), and incubated with primary antibody and protein A Sepharose beads (ThermoFisher Scientific) with rotation at 4°C overnight. For Biotin-IP, cells were lysed by RIPA buffer (NaCl 150mM, Tris-HCl pH 7.4 10mM, EDTA 1mM, Triton X-100 1%, SDS 0.1%, Sodium deoxycholate 0.1%) and incubated with NeutrAvidin agarose resin (Thermo Scientific, #29201) with rotation at 4°C overnight. Immunoprecipitates were eluted with SDS-PAGE sampling buffer at 95°C for 5 min, and subjected to SDS-PAGE and immunoblotting.

#### RNA preparation and real-time PCR

Isolation of total RNA and reverse transcription into single-stranded cDNA was performed as previously described.^41^ Briefly, Total RNA was isolated from heart tissue or NRVCs using the TRIzol Reagent (Invitrogen) following the manufacturer’s protocol. Gene expression levels were measured in at least triplicate per sample by real-time quantitative PCR (StepOnePlus Real-Time PCR system, Thermo Fisher Scientific) using the SYBR-Green assay with gene-specific primers at a final concentration of 200 nM. Relative gene expression was calculated using the 2^−ΔΔct^ method against a rat house-keeping gene acidic ribosomal phosphoprotein P0 (RPLP0) or a mouse house-keeping gene hypoxanthine guanine phosphoribosyl transferase 1 (Hprt) as appropriate. The primers used for qPCR are listed in Key Resources Table and detailed in Table S4.

#### siRNA transfection

siRNAs against rat *Cul2* (5’ – TTCGAGCGACCAGTAACCTTA-3′) and luciferase (5’ -AACGTACGCGGAATACTTCGA-3′) were used. Briefly, NRVCs were transfected with siRNAs (100 pmol per 2×10^6^ cells) using Lipofectamine RNAimax (Thermo Fisher Scientific) following the manufacturer’s protocol at 24–48 h after plating. Six hours after the transfection, the siRNA-containing medium was replaced with fresh medium containing 2% FBS. In some experiments, a second round of siRNA transfection may be performed 2 days after the first transfection to achieve sustained gene silencing.

#### ATP content measurement

Cells were lysed in cold 10% trichloroacetic acid (TCA) and diluted 100-fold in Tris-acetate (pH 7.8). ATP content was measured by ATP Bioluminescent Assay Kit (Sigma, #FL-AA) on a luminescent microplate reader and normalized to total protein levels.

#### Dual luciferase assay

The dual luciferase assay was performed following the manufacture protocol of Dual-Luciferase Reporter Assay System (Promega). Specifically, HRE-firefly-luciferase and Renilla luciferase were co-transfected in H9C2 cells and cultured for 72 h. Next, the firefly and Renilla luciferase activities of the same sample were sequentially measured by a luminometer after addition of specific substrates, with the ratio of firefly to Renilla luciferase activity (Fluc/Rluc) as readout of HIF-1α activity.

#### Plasmids

HA-HIF1α (#18949), HRE-firefly-luciferase (#26731), Renilla luciferase (#118016), 5HRE-GFP (#46926) plasmids were obtained from Addgene. Received bacteria were amplified and correlating plasmids were extracted with Plasmid Maxi kit (Qiagen) following manufactures instructions. pShuttle-CMV-FLAG-NEDD8 and pShuttle-CMV-FLAG-NEDD8-dGG plasmids were generated as previously described.^41^ Briefly, NEDD8 or NEDD8-dGG sequence was synthesized and cloned in pShuttle-CMV-FLAG construct. CAGΔX-bioNEDD8-BirAOV5-g2A-puro and CAGΔX -bioNEDD8-BirAOV5-g2A -UBC12 plasmids were a kind gift from James Sutherland at CIC bioGUNE.^77^

### QUANTIFICATION AND STATISTICAL ANALYSIS

Results are shown as mean ± SEM. Paired data were evaluated using a two-tailed Student’s *t*-test. For multiple comparisons, one-way analysis of variance (ANOVA) or when appropriate, two-way ANOVA, followed by post hoc test was performed.

A p-value < 0.05 was considered statistically significant. In figures, different p value was labeled as follow: NS, p > 0.05; *, 0.05 > p ≥ 0.01; **, 0.01 > p ≥ 0.001, ***, 0.001 > p ≥ 0.0001; ****, p < 0.0001. Specific statistical analysis method and n number of individual experiment can be found in related figure legend. All centers of bar graph in this article represent mean value of that group. All error bars in this article represent ±SEM unless stated otherwise in figure legends.

## Supplementary Material

1

2

3

4

5

## Figures and Tables

**Figure 1.**
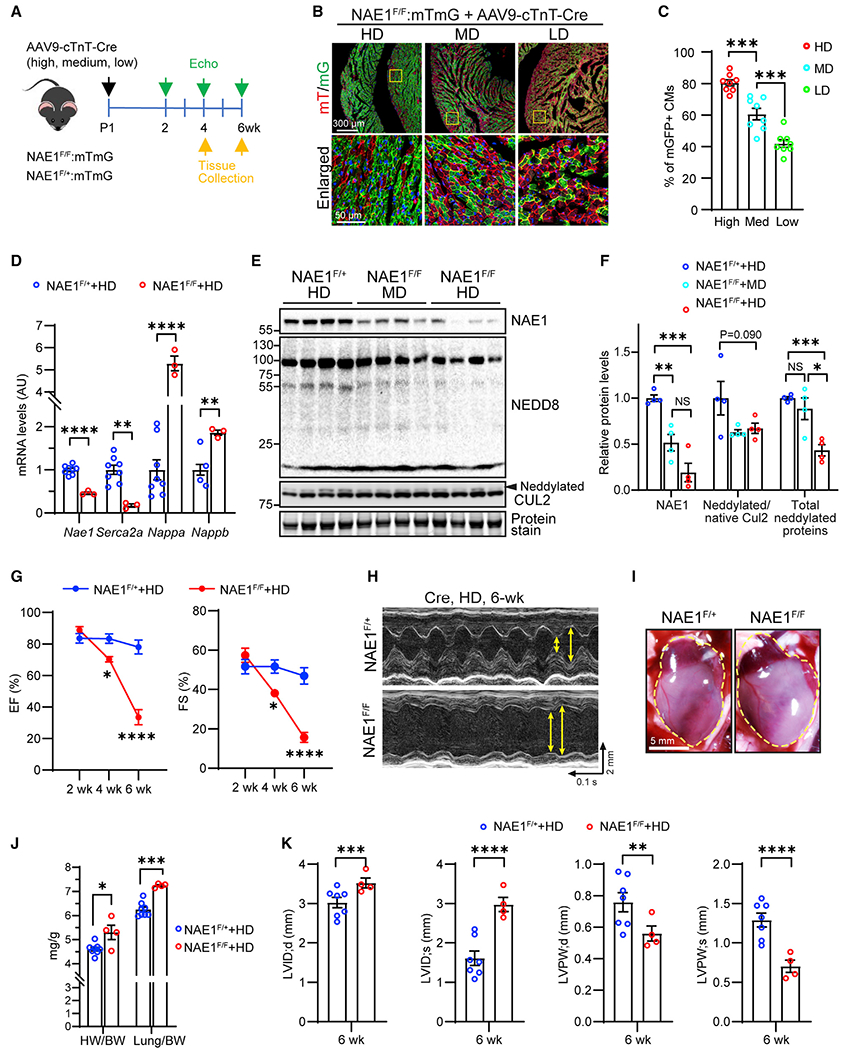
Deletion of NAE1 in postnatal heart causes heart failure (A) Scheme depicting experimental timeline. Neonatal NAE1^Flox/+^ and NAE1^Flox/Flox^ pups carrying the mTmG reporter were injected with AAV9-cTnT-Cre at high (HD), medium (MD), and low (LD) doses subcutaneously and subjected to echocardiography (Echo) and tissue collection at indicated times. (B) Representative confocal images of mGFP^+^ (mG) and mtdTomato^+^ (mT) CMs in the heart 4 weeks post AAV injection. Part of the ventricular myocardium (top, scale bar, 300 μm) and enlarged box areas (bottom, scale bar, 50 μm) are shown. (C) Quantification of the percentage of mGFP^+^ CMs in AAV-infected hearts; n = 8 fields from three hearts/dose. (D) Quantitative real-time PCR analysis of indicated genes in hearts of 4-week-old mice receiving HD AAVs; n = 8 vs. 3. (E and F) Western blot analysis (E) and quantification (F) of indicated proteins in hearts of 4-week-old mice infected with HD or MD AAVs; n = 4 vs. 4 vs. 4. (G) Echocardiography showing temporal changes in ejection fraction (EF) and fractional shortening (FS) in mice receiving HD AAVs; n = 7 vs. 4. (H) Echocardiography B-mode images in 6-week-old mice post HD AAV injection. Double-headed arrows mark the ventricular chamber diameter at systole and diastole, respectively. (I) Gross morphology of 6-week mouse hearts infected with HD AAVs. Scale bar, 5 mm. (J) Heart weight (HW)-to-body weight (BW) ratio and lung weight-to-BW ratio; n = 8 vs. 4. (K) Ventricular chamber size and wall thickness at 6 weeks post HD AAV injection; n = 7 vs. 4. LVID, left-ventricle (LV) internal diameter; LVPW, LV posterior wall thickness; d, diastolic state; s, systolic state. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; NS, not significant. Error bars indicate SEM. For (F), two-way ANOVA followed by multiple comparison was performed. All other statistical analysis was performed by one-way ANOVA followed by multiple comparison.

**Figure 2.**
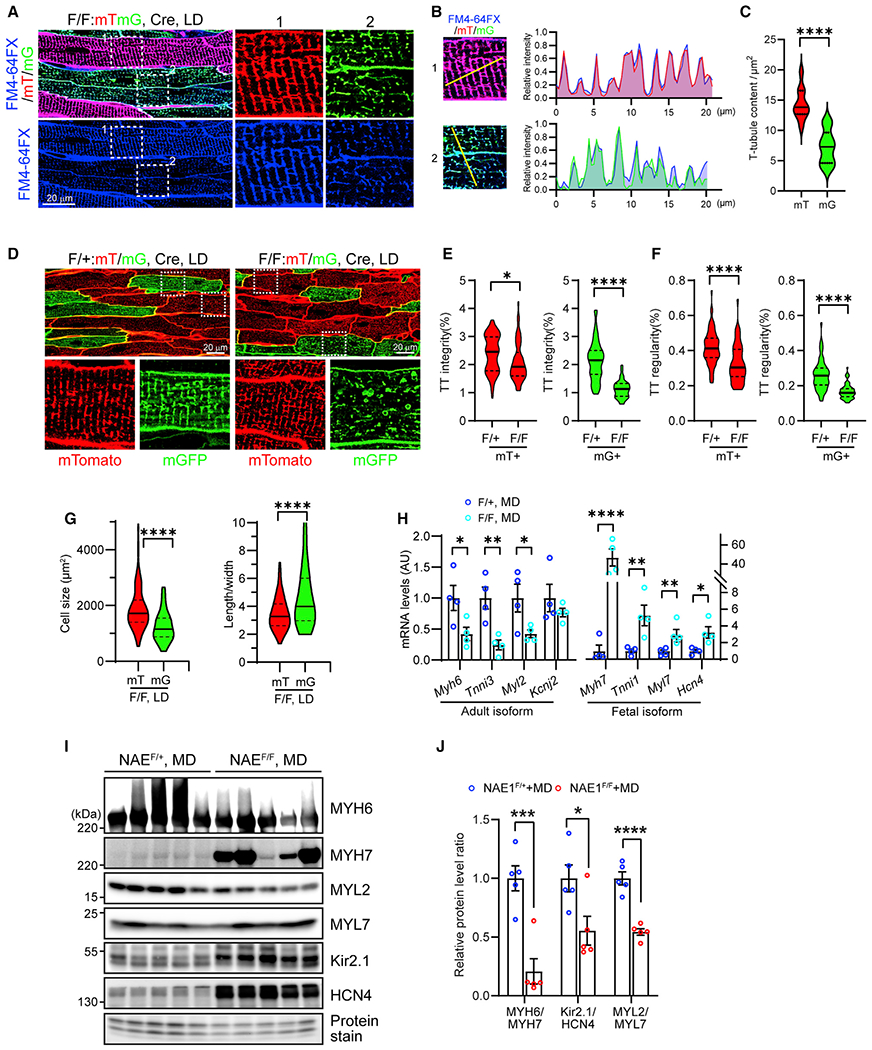
Inhibition of neddylation impairs CM maturation (A) *In situ* confocal imaging of surface myocardium in FM 4-64FX-stained 4-week-old NAE1^F/F^ hearts infected with LD AAVs. Boxed areas from mT^+^ (1) and mG^+^ (2) CMs are enlarged to show T-tubule patterns. (B) Histogram of fluorescence intensity of the yellow line-marked regions in boxed areas in (A), scale bar, 20 μm. Note the overlap of FM 4-64FX signals (blue) with mT (red) and mG (green) signals. (C) Quantification of T-tubule contents in mT^+^ and mG^+^ CMs in hearts of 4-week-old NAE1^F/F^ mice infected with LD AAVs. (D) *In situ* confocal imaging of surface myocardium from hearts of 4-week-old NAE1^F/+^ and NAE1^F/F^ mice infected with LD AAVs. Scale bar, 20 μm. Boxed areas are enlarged and shown at bottom. (E and F) Quantification of T-tubule integrity (E) and regularity (F). (G) Cell size and geometry of CMs isolated from 4-week-old mouse hearts infected with LD AAVs. (H) Quantitative real-time PCR analysis of indicated genes in hearts from 4-week-old mice infected with MD AAVs. (I) Western blot analysis of indicated proteins in hearts from 4-week-old mice infected with MD AAVs. (J) Ratios of the adult to fetal isoforms of the indicated proteins in (I). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Error bars indicate SEM. For violin plots in (C), (E), (F), and (G), n = 120 vs. 120 fields of view within n = 3 vs. 3 biological replicates, analyzed by unpaired Student’s t test. For (H), n = 4 vs. 4 biological replicates. For (J), n = 5 vs. 5 biological replicates. Statistical analysis was by one-way ANOVA followed by multiple comparison.

**Figure 3.**
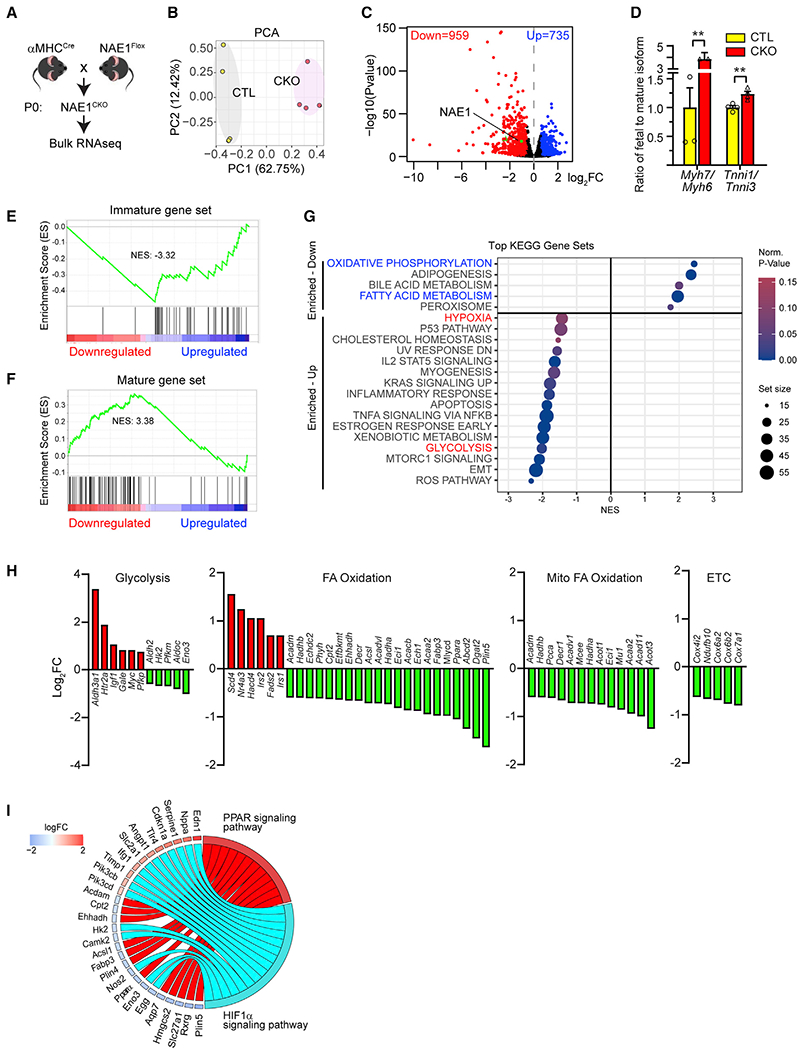
Transcriptome analysis reveals metabolic derangement in neonatal NAE1-deficient heart (A) Scheme showing experiment design. (B) Principal-component analysis (PCA) of RNA-seq replicates. (C) Volcano plot showing significantly downregulated (blue) and upregulated (red) genes in hearts from NAE1^CKO^ mice (fold change [FC] > 1.5 or <−1.5 and p_adj_ <0.05). (D) Ratios of fetal to adult isoforms in neonatal hearts from control and NAE1^CKO^ mice (from RNA-seq data); n = 4 vs. 4 biological replicates. (E and F) Gene set enrichment analysis of immature (E) and mature (F) gene sets. (G) Gene set enrichment analysis of differentially expressed genes in hearts from NAE1^CKO^ mice showed enrichment of the indicated KEGG pathways. (H) Bar graphs showing dysregulation of the indicated metabolic genes in hearts from NAE1^CKO^ mice. (I) Chord plots showing enrichment of dysregulated metabolic genes in the PPAR and HIF1α signaling pathways. **p < 0.01. Error bars indicate SEM. For (D), one-way ANOVA followed by multiple comparison was performed.

**Figure 4.**
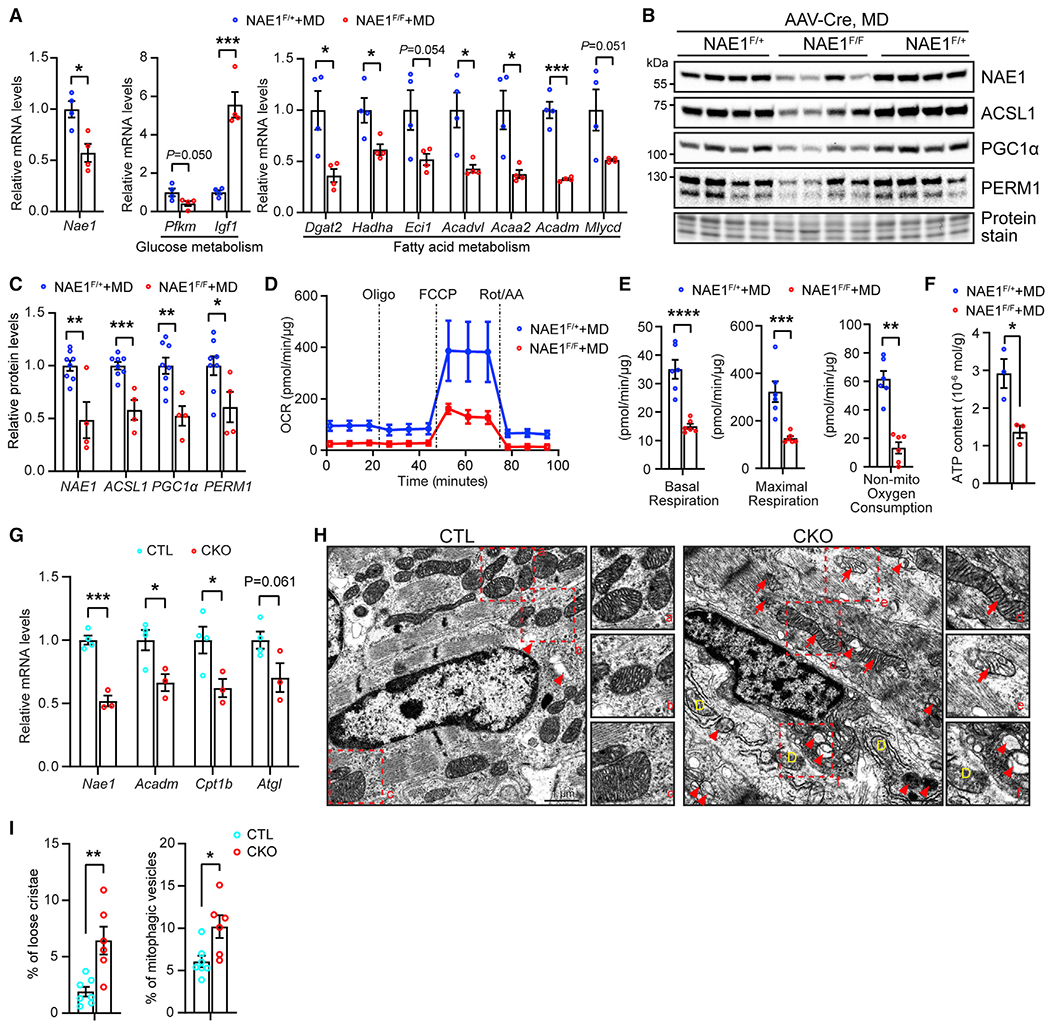
Fatty acid metabolic and mitochondrial dysfunction in hearts from NAE1-deficient mice (A–F) Hearts from 4-week-old mice receiving MD AAVs at P0 were used for the analyses. (A) Quantitative real-time PCR analysis of indicated metabolic genes; n = 4 vs. 4. (B and C) Western blots (B) and quantification (C; n = 8 vs. 4) of indicated proteins. (D and E) Seahorse analysis of CMs isolated from hearts of 4-week-old mice. Oxygen consumption rate (OCR) (D) and quantification of basal respiration, maximal respiration, and non-mitochondrial oxygen consumption are shown (E); n = 6 vs. 6. (F) ATP content of indicated heart tissues per gram protein; n = 3 vs. 3. (G and H) Hearts from neonatal CTL and NAE1^CKO^ mice at P1 were subjected to the analyses. (G) Quantitative real-time PCR analysis of the indicated genes; n = 4 vs. 3. (H) Transmission electron microscopy (TEM) images. Boxed areas are enlarged in (a)–(f) to show mitochondrial structures. Arrows mark mitochondria with loose cristae; arrowheads point to mitophagic vesicles; yellow D indicates degenerating mitochondria. Scale bar, 1 μm. (I) Quantification of the percentage of mitochondria with loose cristae or mitophagic vesicles; n = 7 vs. 6. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Error bars indicate SEM. All statistical analyses were performed by one-way ANOVA followed by multiple comparison.

**Figure 5.**
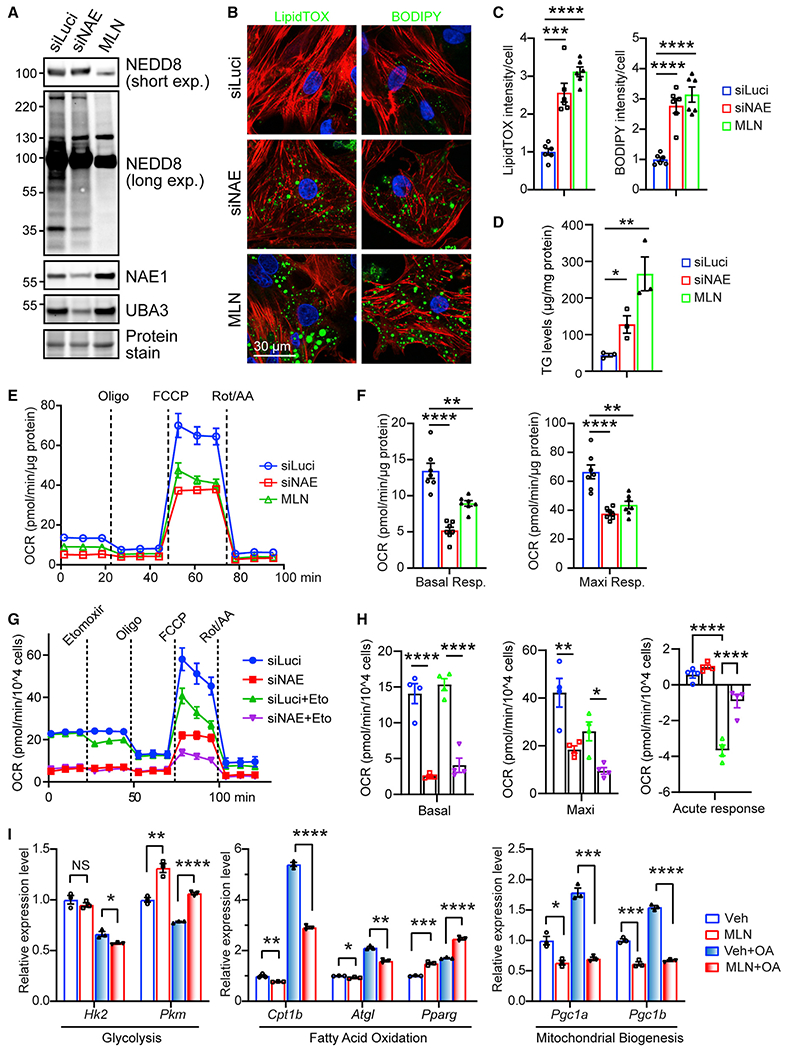
Inhibition of neddylation impairs fatty acid utilization in NRVCs (A–F) NRVCs were treated with siRNA against luciferase (siLuci) or co-transfection with siRNAs against NAE1 and UBA3 (siNAE) or siLuci followed by treatment with MLN4924 (MLN, 1 μM) for 48 h. (A) Western blots of the indicated proteins. NEDD8 blots with short or long exposure (exp.) time are shown. (B) Identification of lipid droplets in NRVCs by LipidTOX (left, green) and BODIPY (right, green) staining. Phalloidin (red) and DAPI (blue) were counterstained to identify cardiomyocytes and nucleus, respectively. Scale bar, 30 μm. (C) Quantification of LipidTOX and BODIPY fluorescence intensity per cell; n = 6 replicates/group. (D) Quantification of triglyceride (TG) levels; n = 3 replicates/group. (E and F) Seahorse analysis of oxygen consumption rate (OCR) (E) and quantification (F) of basal and maximal respiration (Resp.); n = 7 replicates/group. (G and H) Fatty acid oxidation assay by Seahorse analysis of OCR (G) and quantification (H) of basal respiration (Basal), maximal respiration (Maxi), and acute response (OCR_2nd stage_ – OCR_first stage_). Etomoxir (Eto), a CPT1a inhibitor, was used to inhibit fatty acid utilization; n = 4 replicates/group. (I) Quantitative real-time PCR analysis of the indicated genes in NRVCs treated with or without MLN (1 μM) for 48 h and oleic acid (OA; 100 mM) for 24 h; n = 3 replicates/group. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Error bars indicate SEM. All statistical analyses were performed by one-way ANOVA followed by multiple comparison.

**Figure 6.**
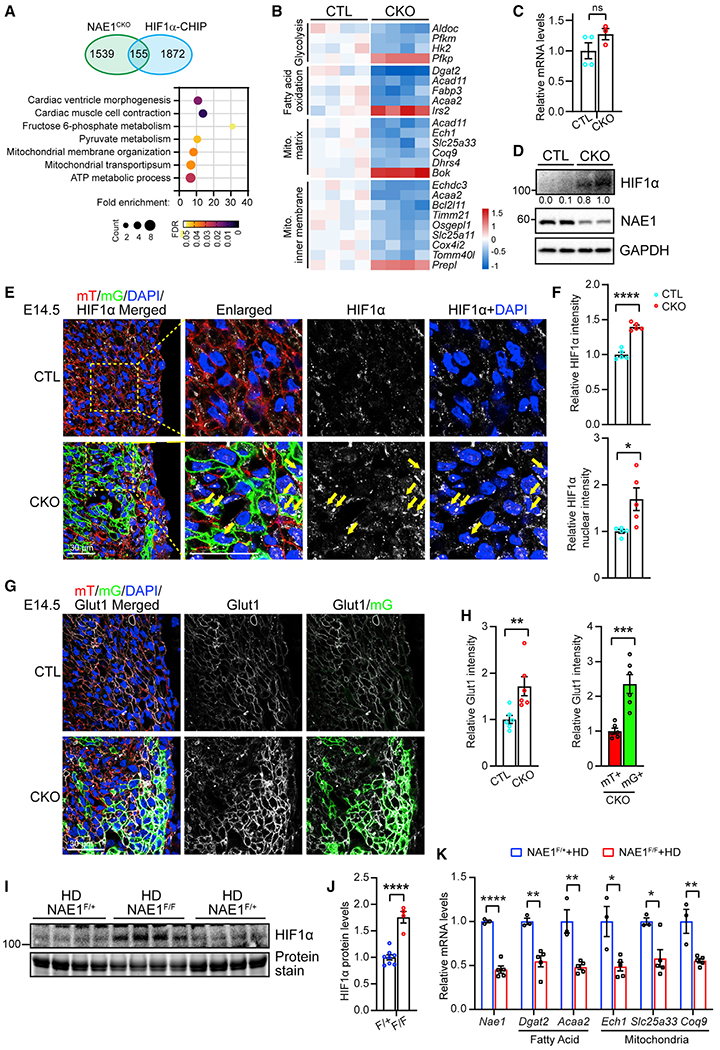
Activation of HIF1α signaling in NAE1-deficient hearts (A) Venn diagram (top) of differentially expressed genes in hearts from NAE1^CKO^ mice and HIF1α ChIP-seq analysis and Gene Ontology analysis (bottom) of the 155 overlapping genes. (B) Heatmap showing the expression levels of selected genes in glycolysis, fatty acid oxidation, and mitochondria among the overlapping genes. (C) Quantitative real-time PCR analysis of HIF1α transcripts in neonatal mouse hearts; n = 4 vs. 3. (D) Western blots of the indicated proteins in neonatal mouse hearts. (E) Confocal images of E14.5 myocardium cryosections immunostained with antibody against HIF1α. Yellow arrows mark nuclei with enriched HIF1α staining. Scale bars, 30 μm. (F) Quantification of relative HIF1α fluorescence intensity and of relative HIF1α fluorescence intensity in the nuclei; n = 5 vs. 5. (G) Confocal images of E14.5 myocardium cryosections immunostained with antibody against Glut1. Scale bar, 30 μm. (H) Quantification of overall relative Glut1 fluorescence intensity in hearts from control (CTL) and NAE1^CKO^ mice, as well as Glut1 fluorescence intensity in mT^+^ CMs and mG^+^ CMs in hearts from NAE1^CKO^ mice; n = 6 vs. 6. (I and J) Western blots (I) and quantification (J) of HIF1α expression in hearts of 4-week-old indicated mice infected with high dose (HD) of AAVs; n = 8 vs. 4. (K) Quantitative real-time PCR analysis of the indicated genes in hearts of 4-week-old mice infected with HD AAVs; n = 3 vs. 5. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant. Error bars indicate SEM. All statistical analyses were performed by one-way ANOVA followed by multiple comparison.

**Figure 7.**
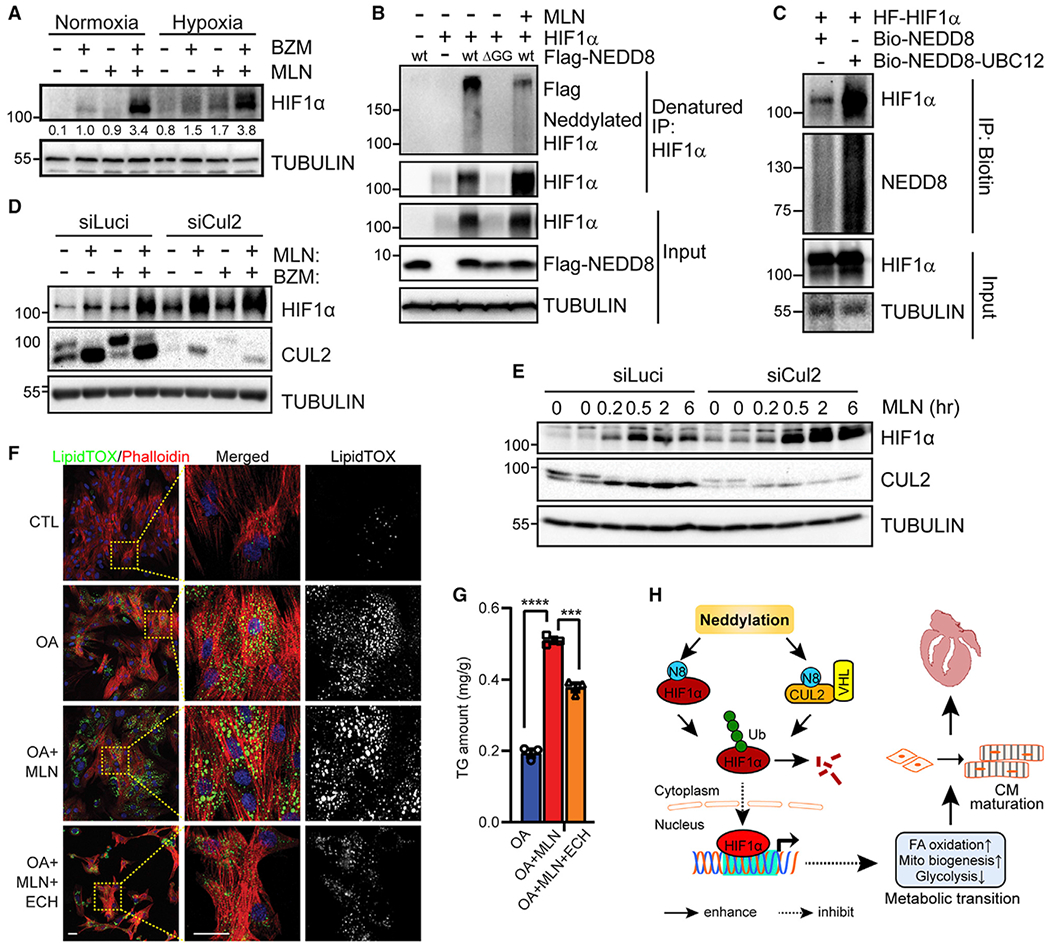
Neddylation of HIF1α regulates its expression (A) Western blot of the indicated proteins in NRVCs treated with bortezomib (BZM; 100 nM) and/or MLN (1 μM) for 24 h under normoxic or hypoxic conditions. Densitometry of HIF1α is shown below the blot. (B) Immunoprecipitation of HIF1α and immunoblotting of the indicated proteins in HEK293 cells transfected with the indicated plasmids. (C) Affinity purification of biotinylated neddylated proteins in HEK293 cells transfected with the indicated plasmids, followed by immunoblotting of the indicated proteins. (D) Western blots of the indicated proteins. NRVCs were transfected with siRNA targeting luciferase control (Luci) or cullin 2 (Cul2) for 48 h, followed by BZM (100 nM) or MLN (1 μM) treatment for an additional 24 h (E) Western blot of the indicated proteins. NRVCs were transfected with siRNA targeting Luci or Cul2 for 48 h and then treated with MLN for the indicated times. (F) Representative images of LipidTOX staining. Scale bars, 50 μm. NRVCs were treated with MLN for 48 h before being incubated with oleic acid (OA; 100 mM) in the presence or absence of echinomycin (ECH) for an additional 24 h. (G) Triglyceride (TG) content in NRVCs treated under the same conditions as in (F); n = 3 replicates/group. (H) A proposed model. Neddylation regulates CM maturation and postnatal cardiac development by mediating metabolic transition in part in an HIF1α-dependent manner. ***p < 0.001; ****p < 0.0001. Error bars indicate SEM. Statistical analysis in (G) was performed by two-way ANOVA followed by multiple comparison.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		

NAE1	Cell Signaling Technology	Cat# 14321
NEDD8	Cell Signaling Technology	Cat#2754
CUL2	Thermo Fisher Scientific	Cat# 51-1800
MYH6	Proteintech	Cat# 2281-1-Ap
MYH7	Proteintech	Cat# 22280-1-ap
MYL2	Proteintech	Cat# 10906-1-AP
MYL7	Proteintech	Cat#17283-1-AP
Kir2.1	Thermo Fisher Scientific	Cat# MA5-27681
HCN4	Thermo Fisher Scientific	Cat#MA3-903
ACSL1	Thermo Fisher Scientific	Cat# PA5-17136

Bacterial and virus strains		

pEN.AAV9-cTnt-Cre-WPRE	Vigene Biosciences	AAV9SP(VB210825-1182agk)-C

Chemicals, peptides, and recombinant proteins		

Chemical: MLN4924	Active Biochem	N/A
Chemical: bortezomib	Enzo Life Science	N/A
Chemical: Echinomycin	Sigma-Aldrich	Cat# SML0477

Critical commercial assays		

ATP Bioluminescent Assay Kit	Sigma	Cat# FL-AA
Lipofectamine RNAimax	Thermo Fisher Scientific	Cat# 13778150
LipidTOX kit	Thermo Fisher Scientific	Cat# H34475
Infinity Triglycerides kit	Thermo Fisher Scientific	Cat# TR22421
Dual-Luciferase^®^ Reporter Assay System	Promega	Cat# E1910
Plasmid Maxi kit	Qiagen	Cat# 12162
TRIzol RNA isolation kit	Invitrogen	Cat# 15596026

Deposited data		

NAE1CKO RNA-seq analysis	Gene Expression Ominibus	GSE217964

Experimental models: Cell lines		

HEK293 cell line	ATCC	Cat# CRL-1573

Experimental models: Organisms/strains		

Transgenic mouse line: NAE1^Flox^	Previously generated by ourselves^41^	N/A
Transgenic mouse line: αMHC^Cre^	Jackson Laboratory	Cat# 011038
Transgenic mouse line: Rosa26^mTmG^	Jackson Laboratory	Cat# 007676

Oligonucleotides		

siRNAs against rat Cul2 (5’ – TTCGAGCGACCAGTAACCTTA-3’)	Qiagen	Cat# SI01787443
siRNAs against luciferase (5’ -AACGTACGCGGAATACTTCGA-3’)	Qiagen^41^	N/A
qPCR primer: Nae1, Sense, “CAACTCAGATCCCAAGCAGTAT”	Integrated DNA Technologies	N/A
qPCR primer: Nae1, Anti-sense, “CCTTTAAGGCACGAGCTAGAA”	Integrated DNA Technologies	N/A
qPCR primer: Serca2a, Sense, “CCTCCACTTCCTCATCCTCTAT ”	Integrated DNA Technologies	N/A
qPCR primer: Serca2a, Anti-sense, “GATGACTGGCAGTGAGATCTTG ”	Integrated DNA Technologies	N/A
qPCR primer: Nppa, Sense, “CACAGATCTGATGGATTTCAAGA”	Integrated DNA Technologies	N/A
qPCR primer: Nppa, Anti-sense, “CCTCATCTTCTACCGGCATC”	Integrated DNA Technologies	N/A
qPCR primer: Nppb, Sense, “GTCAGTCGTTTGGGCTGTAAC”	Integrated DNA Technologies	N/A
qPCR primer: Nppb, Anti-sense, “AGACCCAGGCAGAGTCAGAA”	Integrated DNA Technologies	N/A

Recombinant DNA		

HA-HIF1α plasmid	Kondo et al.^73^	Addgene, Cat #18949
HRE-luciferase	Emerling et al.^74^	Addgene, Cat #26731
Renilla luciferase	Giacomelli et al.^75^	Addgene, Cat #118016
5HRE-GFP	Vordermark et al.^76^	Addgene, Cat #46926
pShuttle-CMV-FLAG-NEDD8	Previously generated by us(Zou et al.^41^)	N/A
pShuttle-CMV-FLAG-NEDD8-dGG	Previously generated by us^41^	N/A
CAGΔX-bioNEDD8-BirAOV5-g2A-puro	kind gift from James Sutherland at CIC bioGUNE^77^	N/A
CAGΔX -bioNEDD8-BirAOV5-g2A -UBC12	kind gift from James Sutherland at CIC bioGUNE^77^	N/A

Software and algorithms		

MetaboAnalyst 5.0 platform	Public available by Xia Lab^78^	N/A
Microsoft Office	Microsoft	N/A
Photoshop	Adobe	N/A
Illustrator	Adobe	N/A
Endnote 20	Clarivate	N/A
GraphPad Prism 9	Dotmatics	N/A

## Highlights

- Inhibition of neddylation in the developing heart causes heart failure
- Neddylation is required for cardiomyocyte maturation
- Neddylation regulates cardiomyocyte perinatal metabolic reprogramming
- Neddylation targets HIF1α and promotes fatty acid utilization in cardiomyocytes

## INCLUSION AND DIVERSITY

One or more of the authors of this paper self-identifies as an underrepresented ethnic minority in their field of research or within their geographical location. We worked to ensure sex balance in the selection of non-human subjects. We avoided “helicopter science” practices by including the participating local contributors from the region where we conducted the research as authors on the paper. We support inclusive, diverse, and equitable conduct of research.

# Supplementary material for: Neddylation is required for perinatal cardiac development through stimulation of metabolic maturation
**Source:** Cell Rep. Author manuscript; Available in PMC 2023 Mar 21.
**Supplement:** 1

Cell Reports, Volume 42

Supplemental information

**Neddylation is required for perinatal
cardiac development through stimulation
of metabolic maturation**

Jianqiu Zou, Wenjuan Wang, Yi Lu, Juan Ayala, Kunzhe Dong, Hongyi Zhou, Jinxi Wang, Weiqin Chen, Neal L. Weintraub, Jiliang Zhou, Jie Li, and Huabo Su

I. Supplemental Figures and supplemental figure legends

Supplemental Figure 1

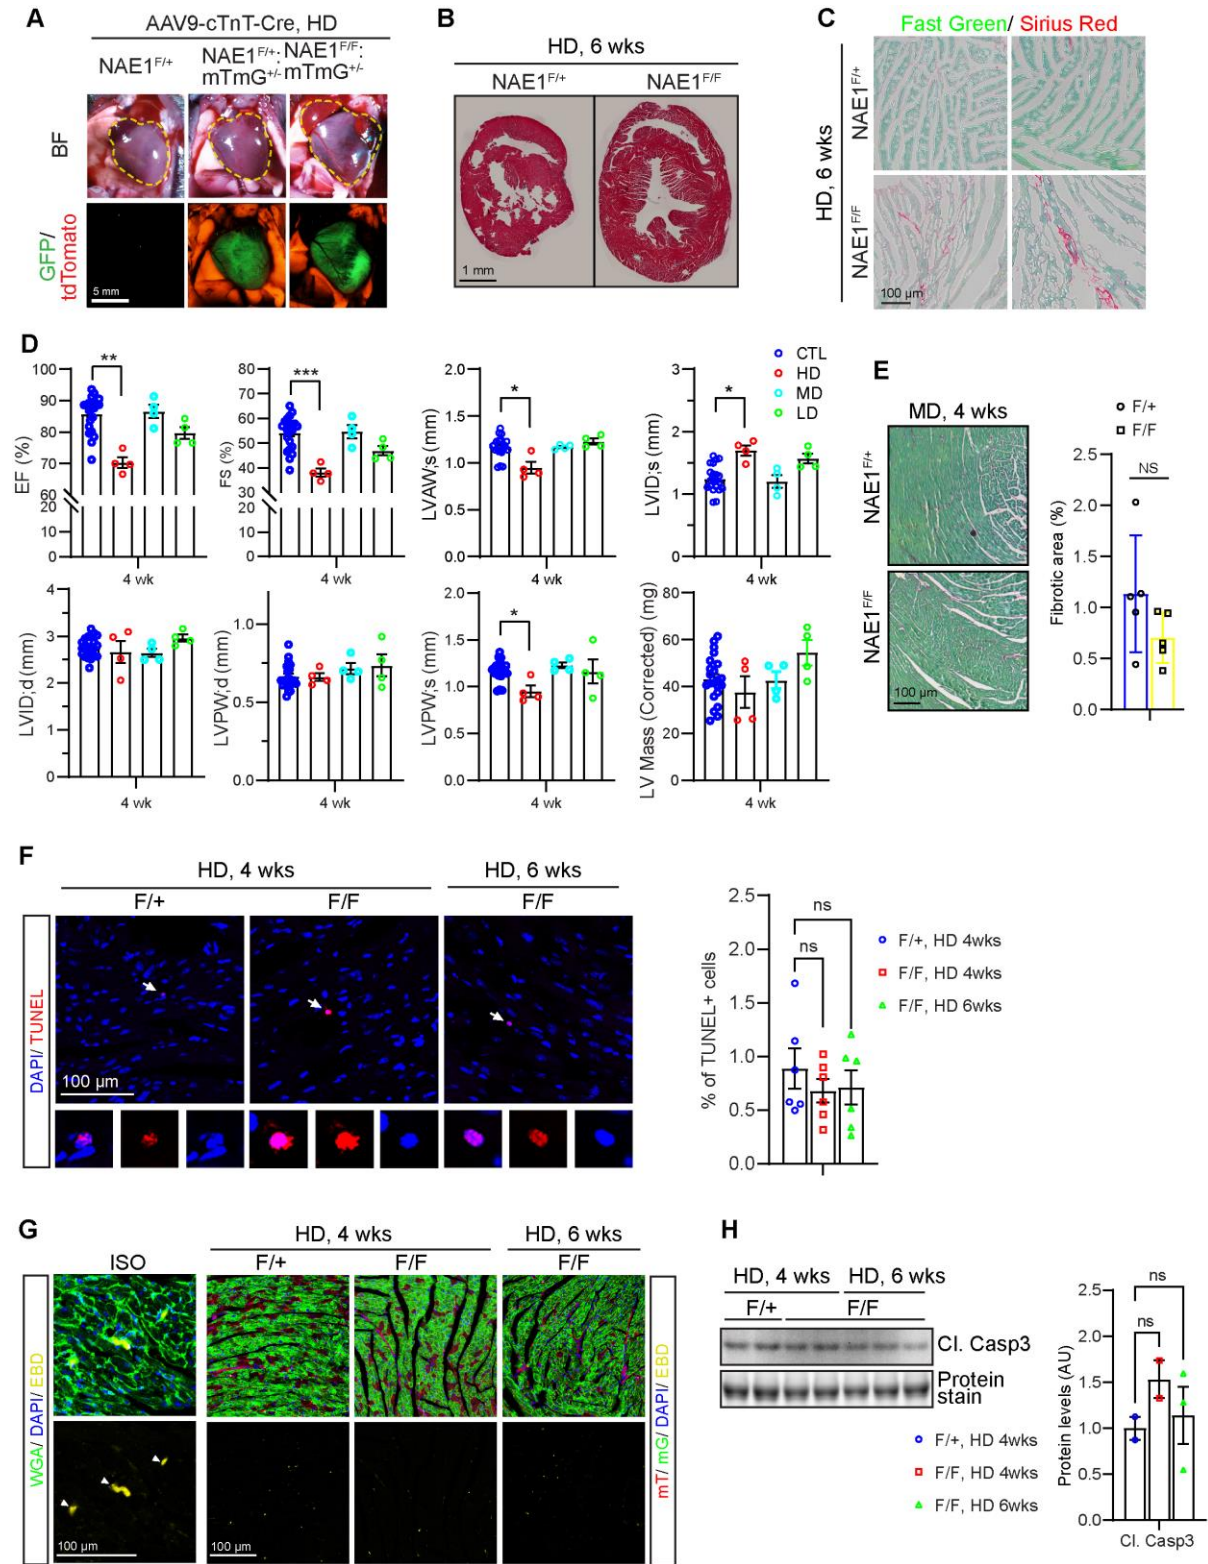

Supplemental Figure 1. Deletion of NAE1 in neonatal hearts results in cardiac dysfunction with negligible impact on cardiomyocyte cell death, Related to Figure 1. A-B, *In situ* bright field and fluorescent images (**A**, Scale bars, 5 mm.) and H&E staining of cross-section (**B**, Scale bars, 1 mm.) of mouse hearts at 6 weeks post high dose (HD) AAV-Cre infection. **C**, Fast Green and Sirius Red staining of myocardial cryosections from mice receiving HD AAV-Cre at 6 weeks of age. Note increased interstitial fibrosis in hearts of NAE1^{F/F} mice. Scale bars, 100 μ m. **D**, Echocardiographic measurements of mice at 4 weeks post AAV-Cre injection. EF, ejection fraction; FS, fractional shortening; LVID, left ventricle (LV) internal diameter; LVAW, LV anterior wall thickness; LVPW, LV posterior wall thickness; d, diastolic state; s, systolic state. **E**, Fast Green and Sirius Red staining of myocardial cryosections from mice receiving medium dose (MD) AAV-Cre at 4 weeks of age and quantification. Scale bars, 100 μ m. **F**, TUNEL staining of indicated myocardium sections and the quantification of TUNEL+ cardiomyocytes. Scale bars, 100 μ m. **G**, Confocal images of myocardium sections from hearts receiving HD AAV-Cre at 4 weeks and 6 weeks of age. Scale bars, 100 μ m. Evans blue dye (EBD, 1%) was injected 24 hours before tissue collection. Myocardium sections from hearts collected at 24 hours after receiving a bolus dose of isoproterenol (ISO, 150 mg/Kg) were included as a positive control. Arrow heads indicate EBD positive signals. **H**, Western blot of cleaved CASPASE 3 (Cl. Casp3) and quantification. NS, not significant; *, $P<0.05$; **, $P<0.01$; ***, $P<0.001$; ****, $P<0.0001$. Error bars indicate SEM.

Supplemental Figure 2

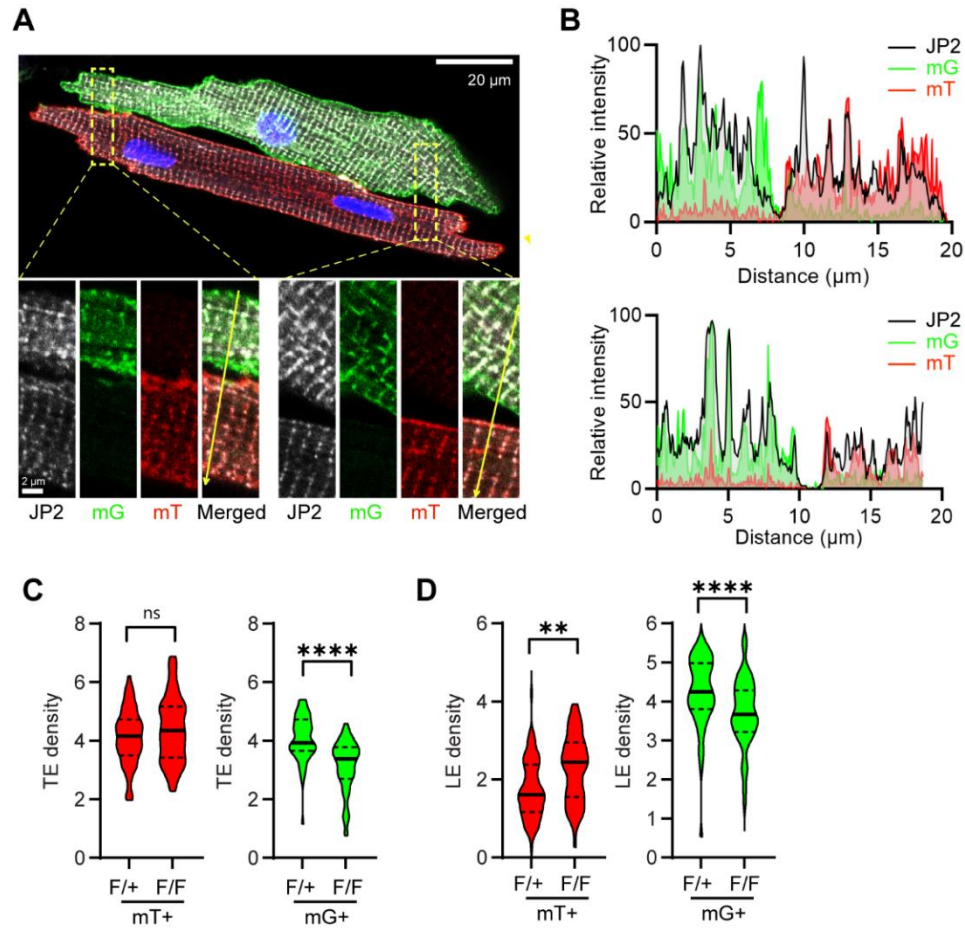

Supplemental Figure 2. Tracing T-tubule structure in cardiomyocytes using an mTmG reporter, Related to Figure 2. **A**, Immunostaining of adult CMs isolated from mTmG mice infected with AAV9-cTnT-Cre with JP2 antibody. Dashed boxes are enlarged in the bottom part. Note the colocalization of JP2 signals with mT and mG. Scale bars, 20 μ m (top) and 2 μ m (bottom). **B**, Quantification of relative fluorescent intensity across the yellow arrow in (A). **C-D**, quantification of transverse element (TE) density (**C**) and longitudinal element (LE) density (**D**) of T-tubules in CMs from hearts receiving LD AAV-Cre. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$; ****, $P < 0.0001$; ns, not significant. Error bars indicate SEM.

Supplemental Figure 3

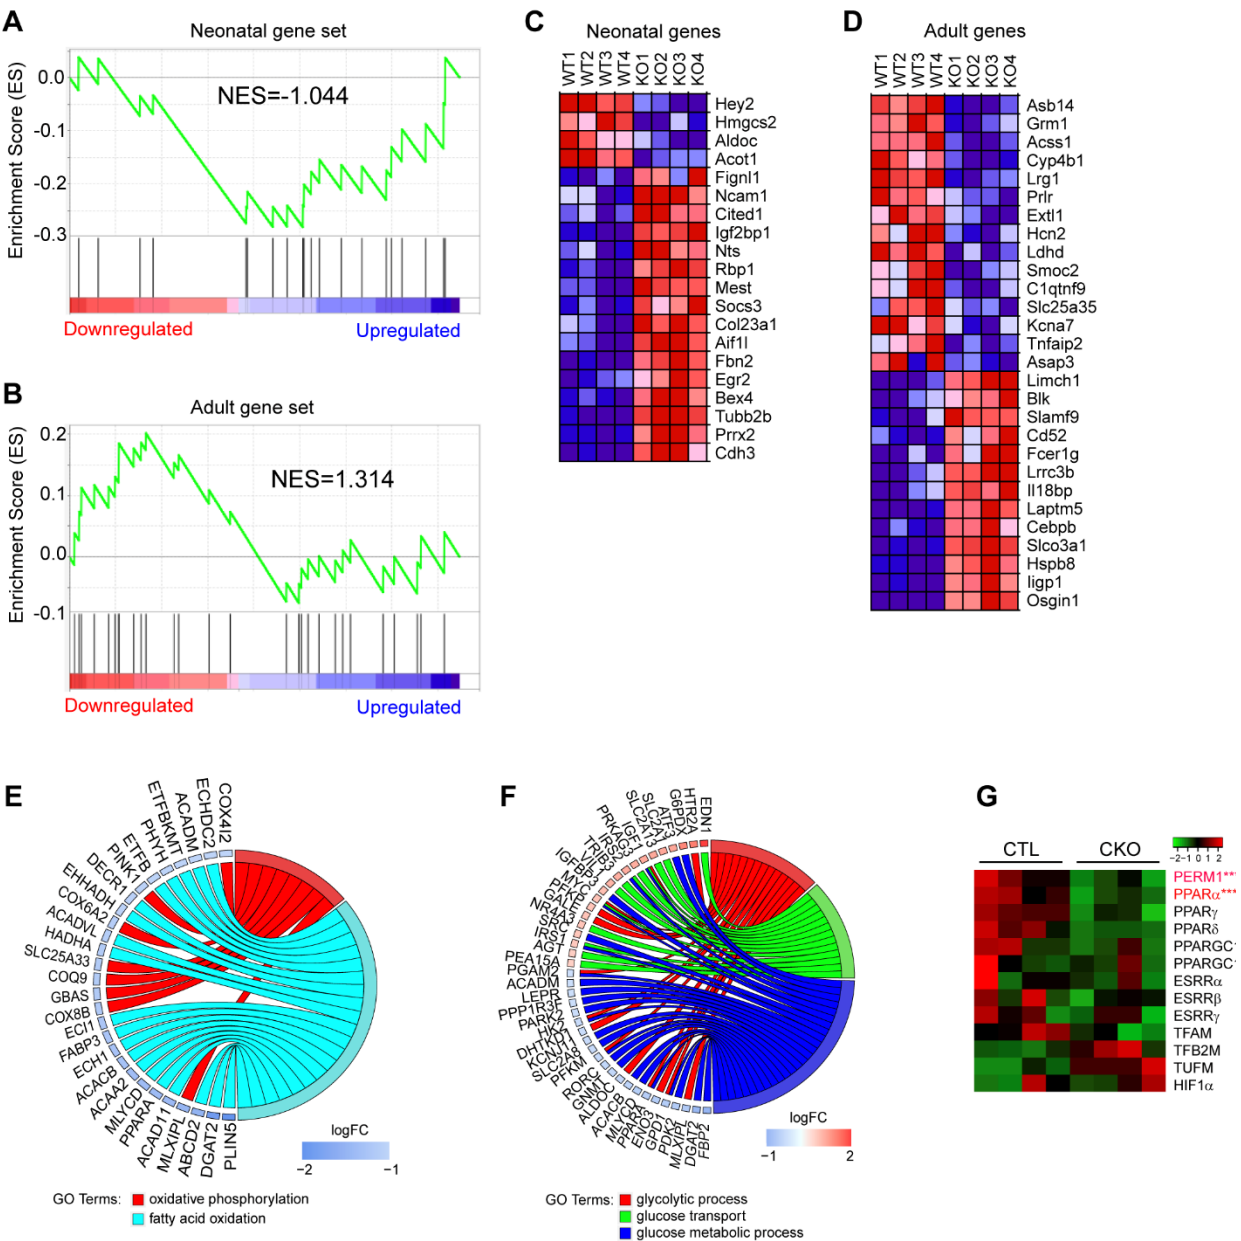

Supplemental Figure 3. Transcriptomic analysis reveals defective fetal-to-adult isoform switching and disrupted glycolytic and oxidative metabolism in NAE1-deficient hearts, Related to Figure 3. A-B, Gene set enrichment analysis of neonatal gene set (**A**) and adult gene set (**B**). NES, normalized enrichment score. **C-D,** Heatmap of specific genes that are enriched in neonatal gene set (**C**) and adult gene set (**D**). Blue, downregulated. Red, upregulated. **E-F,** Chord plot of genes within each GO terms as indicated by color code. **G,** Heatmap of indicated metabolic transcription factors. Green, downregulated. Red, upregulated. **, $P < 0.01$; ***, $P < 0.001$.

Supplemental Figure 4

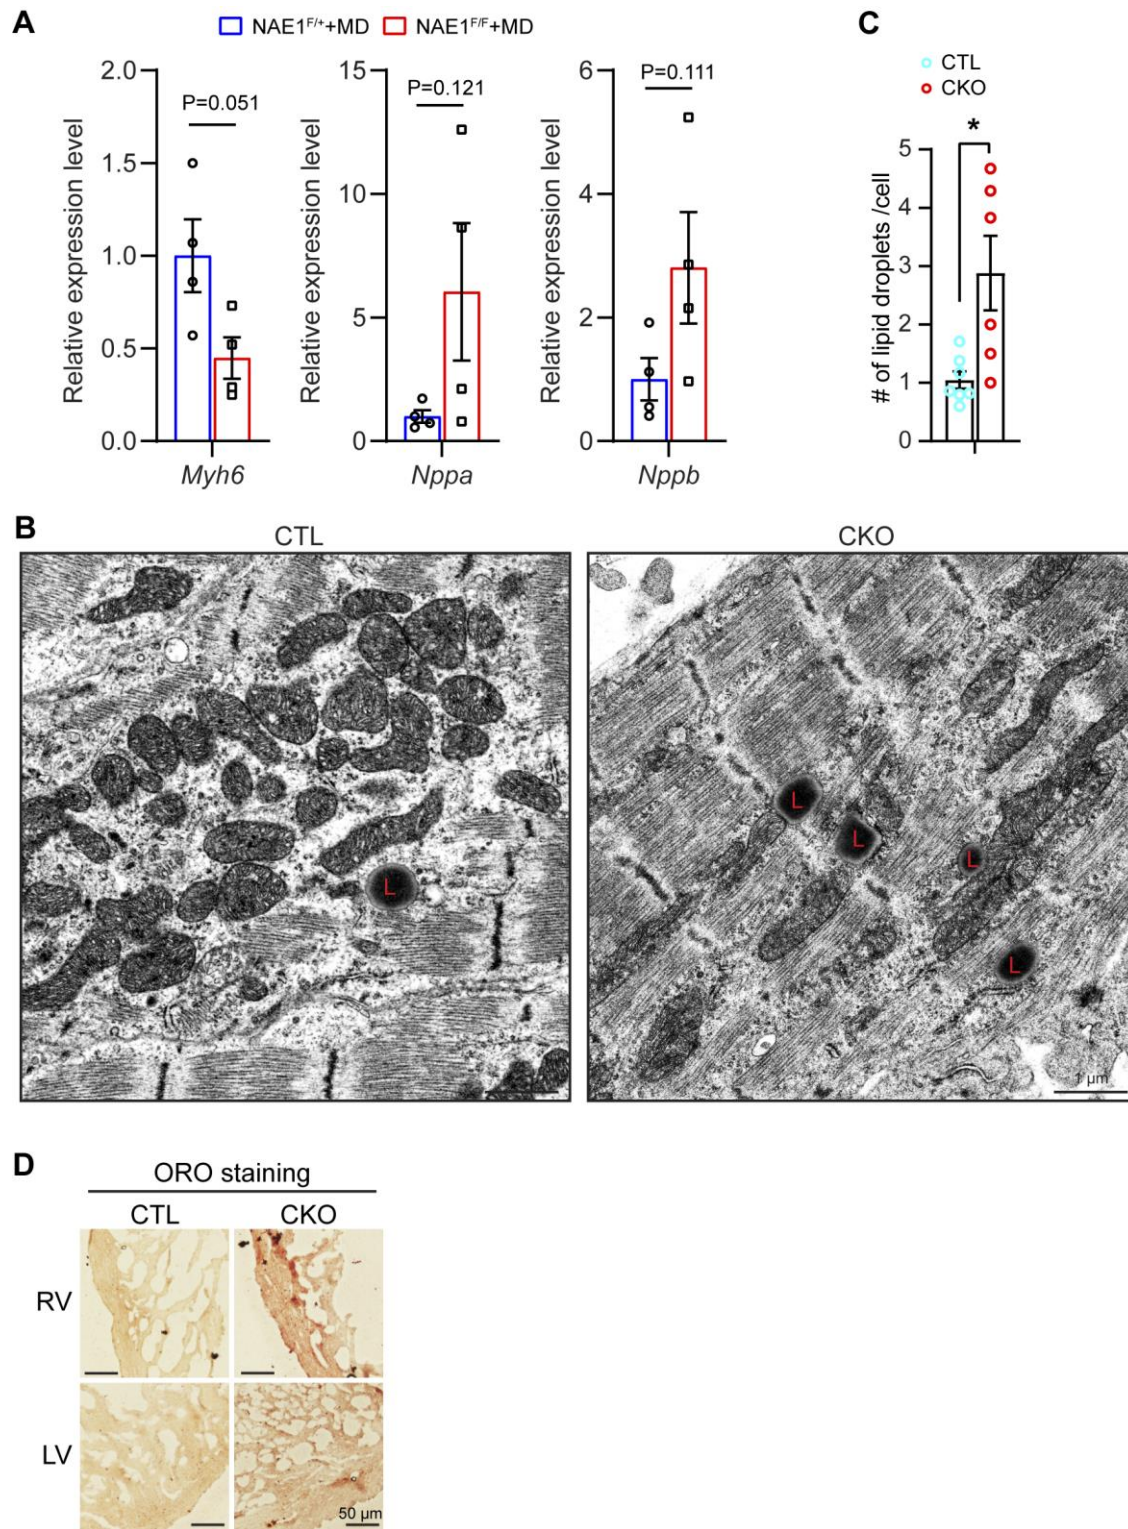

Supplemental Figure 4. The effects of NAE1 deficiency on the expression of cardiac stress markers and lipid levels, Related to Figure 4. A, QRT-PCR of indicated genes in hearts of mice infected with MD AAV-Cre. B-C, Representative electron microscopy images showing lipid (L) droplets in the hearts of neonatal control (CTL) and

NAE1^{CKO} (CKO) mice at P1 (Scale bars, 1 μ m) and the quantifications ©. **D**, Oil-red O (ORO) staining of indicated heart tissues at P1. Scale bars, 50 μ m. *, $P < 0.05$; unless specified P-values. Error bars indicate SEM.

Supplemental Figure 5

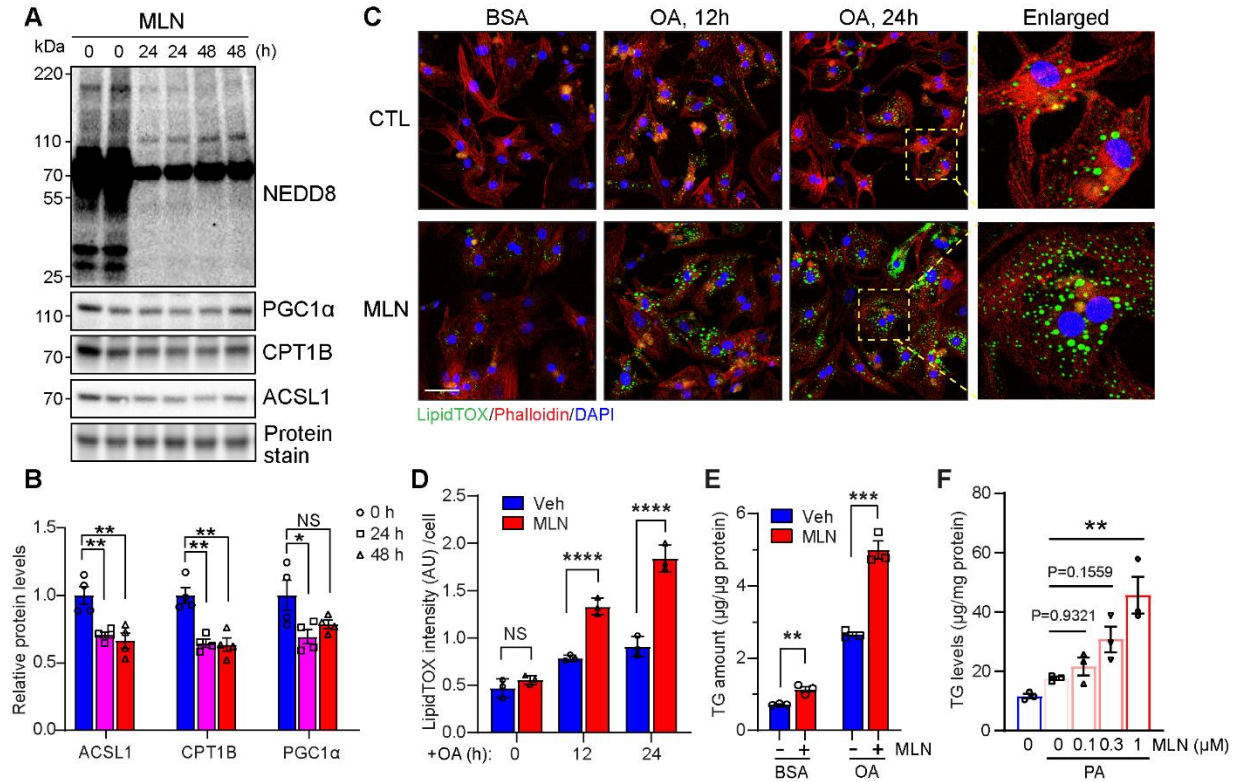

Supplemental Figure 5. Inhibition of neddylation by MLN4924 affects fatty acid metabolism in NRVCs, Related to Figure 5. **A-B**, NRVCs were treated with DMSO (Veh) or MLN4924 (MLN, 1 μ M) for indicated times. Western blots (**A**) and quantification (**B**) of indicated proteins are shown. ACSL1, Acyl-CoA Synthetase Long Chain Family Member 1; CPT1B, Carnitine Palmitoyltransferase 1B; PGC1 α , PPARG Coactivator 1 Alpha. **C-F**, NRVCs were treated with MLN (1 μ M) for 48 hours. Oleic acid (OA, 100 mM) or Palmitate (PA, 100 μ M) was added 24 hours unless specified before harvest. Representative confocal images of LipidTOX stained NRVCs (**C**, Scale bars, 50 μ m.) and quantification (**D**) of LipidTOX fluorescent intensity per cell. n=3 replicates/group. **E-F**, Triglyceride (TG) levels in OA- or PA-treated NRVCs. NS, not significant; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$; ****, $P < 0.0001$. Error bars indicate SEM.

Supplemental Figure 6

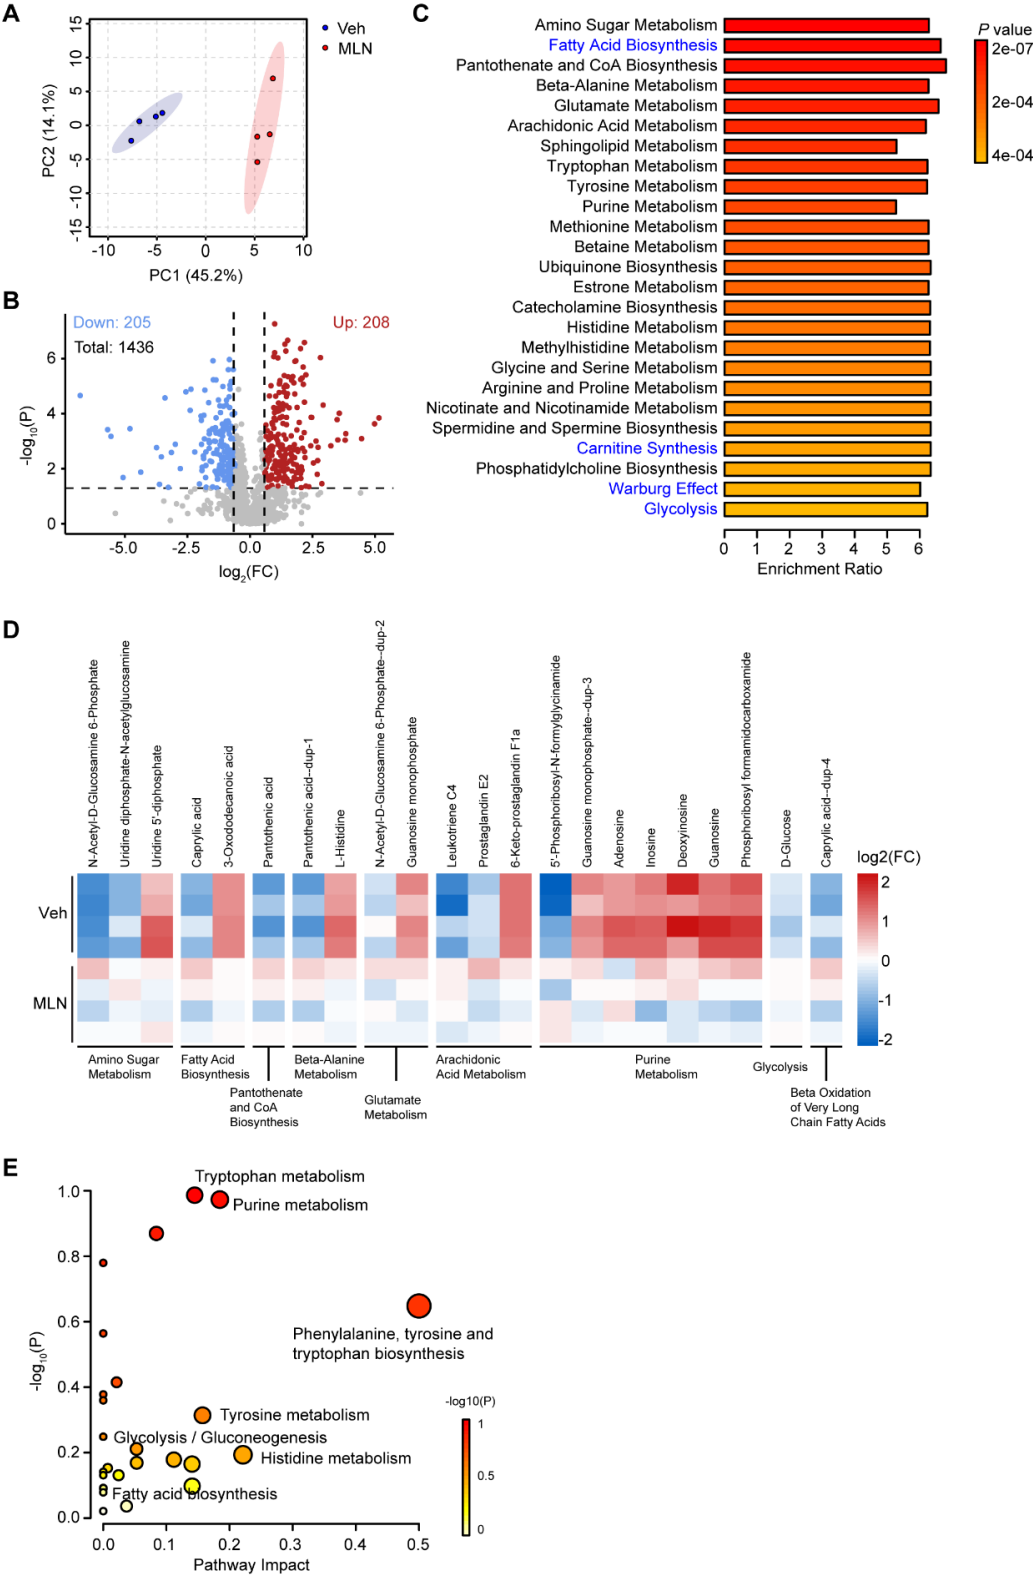

Supplemental Figure 6. Metabolomics analysis of MLN-treated NRVCs, Related to Figure 5. Untargeted metabolomics analysis of NRVCs treated with DMSO or MLN (1 μ M) for 72 hrs (n= 4 biological replicates/group). **A**, Principal component analysis. **B**, Volcano plot showing significantly altered metabolites (FC>1.5 or <-1.5, P <0.05). **C**, Metabolite sets enrichment analysis. Bar length indicates enrichment ratio. Color degree indicates P value. **D**, Heatmap of significantly altered metabolites in sets in (C). **E**, KEGG pathway analysis of annotated metabolites. Color indicates $-\log_{10}$ (P-value). Significantly enriched pathways are labeled in the plot.

Supplemental Figure 7

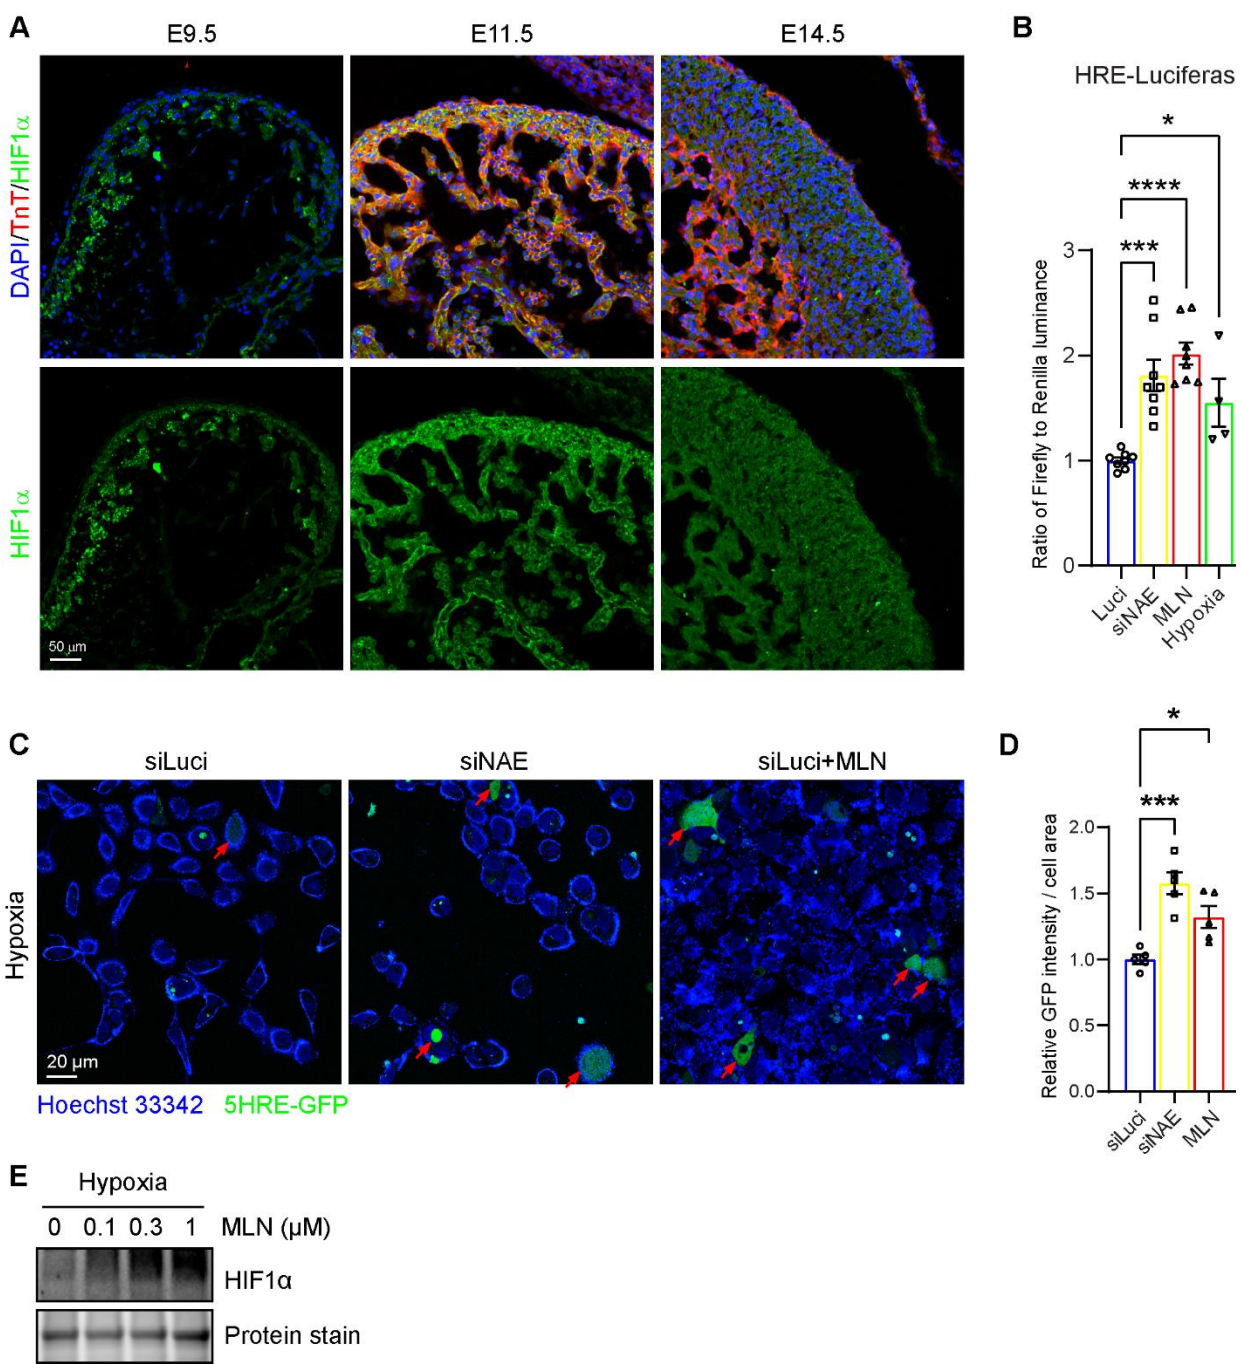

Supplemental Figure 7. Inhibition of neddylation leads to accumulation of HIF1 α , Related to Figure 6 & 7. A, Immunostaining of HIF1 α in myocardium cryosections from E9.5, E11.5, and E14.5 mouse embryos. Scale bars, 50 μ m. **B,** H9C2 cells were transfected with plasmids expressing hypoxia response element (HRE)- dual-luciferases for 24 hours before treated with MLN (1 μ M) or transfected with siRNA against NAE1 and UBA3 (siNAE) or against luciferase (siLuci) for additional 48 hours. The luminance of firefly luciferase was measured and normalized by that of Renilla to assess HIF1 α activity. **C-D,** HEK293 cells were transfected with plasmids expressing HRE-GFP and treated as described in (B). Representative images (C, Scale bars, 20 μ m) of GFP-expressing cells and quantification of GFP fluorescent intensity (D) are shown. **E,** Western blot showing HIF1 α protein levels. NRVCs were treated with

the indicated doses of MLN treatment for 48 hours in a hypoxic (1% O₂) chamber. *, $P<0.05$; **, $P<0.01$; ***, $P<0.001$; ****, $P<0.0001$. Error bars indicate SEM.

SUPPLEMENTAL TABLES

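The copy of Table S1 used here holds 1559 of its 1694 genes, ordered by adjusted p, and the last 135 were not used. Each gene has a mean expression, a log2 ratio with its standard error and their quotient, a p-value and an adjusted p, under the column names that DESeq2 writes, followed by a value for each of 4 KO and 4 WT samples. The log2 ratio is of WT over KO. All 667 held genes with a positive log2 ratio have a higher mean in WT, and all 892 with a negative one have a higher mean in KO. A gene lower in NAE1 CKO therefore has a positive value in the table: the paper's reported value for *Nae1* is 0.97. All 1559 held genes were also tested here, and each has the opposite sign to the log2 fold change of NAE1 CKO over CTL computed here. The smallest ratio in size among the held genes is 0.59 on the log2 scale.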

Supplemental Table I. DEGs in NAE1CKO hearts_RNA-seq. Related to **Figure 3**.

Supplemental Table II. Metabolites in MLN-treated CMs. Related to **Figure 5**.

Supplemental Table III. Antibodies. Related to **STAR methods**.

Supplemental Table IV. Oligonucleotides. Related to **STAR methods**.

How the deposited data were processed for this re-analysis (not part of the article)

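The series holds polyadenylated RNA of ventricles from 4 NAE1 CKO and 4 littermate control (CTL) mice, with 1 library each, and all 8 were used. The authors deposited raw counts per Ensembl gene, made with the tools named in the submitters' processing notes, STAR 2.0.4b for alignment and featureCounts 1.4.5 from Subread for counting. The versions of Subread and bcl2fastq, the genome build, the annotation and the strand setting are not given in the sources used here. The count table has 41264 lines for 40690 distinct genes. The remaining 574 lines repeat a gene with the same counts, and each gene was used once. 40254 of the genes are in GENCODE M21, which was used for names, positions on GRCm38, exon overlaps, length and GC content only, and 23947 have a count.

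Groups were taken from the titles and genotype labels. Titles beginning with KO were mapped to NAE1 CKO and those beginning with WT to CTL. The labels and the paper's methods give ventricle as the tissue, while other tags of the labels name cardiomyocyte as a cell line and neonatal as a cell type. The samples were read as ventricle tissue. Replicates of a group were compared by a chi-square of their counts, which ranged from 4.26 to 72.6 per gene over the pairs of a group, above the sampling noise in each, so that each library was kept as 1 sample. The depth of each library is given with the experiment.

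The counts were analysed in R 4.3.3. edgeR 4.0.16 was used for filterByExpr, TMM scaling and the quasi-likelihood test with robust estimation, followed by Benjamini-Hochberg adjustment. Log2 CPM for principal components used a prior count of 2 and the 500 most variable genes. limma 3.58.1 was used for camera with a preset correlation between genes of 0.01, for camera with an estimated correlation, for fry and for limma-voom, and DESeq2 1.42.0 as another count test. Ratios, scores and library measures were compared with two-sided exact permutation tests. Intervals of list medians and of their differences are 95% bootstrap intervals from 2000 resamplings of the genes of a list. Libraries were not resampled, so these intervals hold no variation between hearts.

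Gene lists, 38 in all with 743 distinct genes, were written before the count table was examined but after Table S1 of the paper, made from the same libraries, and its figures had been read. Some of these genes are in more than 1 list. Several members of the NRF2 and Z-disc lists had been seen among the top rows of that table, and members of the lists for fetal cardiomyocyte genes, SRF and MRTF targets, matrix, interferon response, conduction system, fatty acid oxidation, PPARα targets and macrophages in the table or figures, so these are not independent of the paper's results. A list was tested where at least 5 members passed the filter. A further list, of genes that cardiomyocytes use at all stages, was added after that. The genes named in the text follow a rule set at the same time. It takes each gene that the paper names for this experiment, the 12 genes with the smallest adjusted p in each direction past 1.5-fold whose groups do not overlap in CPM, up to 4 members of each list that pass and up to 2 that do not, and the 3 largest fitted changes in each direction. Outside the rule, *Nfe2l2* and *Keap1* were named for the hypothesis on NRF2, and *Gm42418* and 5 mitochondrially encoded genes were chosen after their values were seen. Some genes that the rule takes are not reported here.

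The test was tried on simulated counts with the means and library sizes of these 8 libraries and known changes. Of 13506 simulated genes tested, edgeR recovered 65.7% of 67 changed by 1.5-fold, 84.8% of 66 changed by 2-fold and 98.5% of 65 changed by 4-fold, and 11 calls (6.29%) were false. On the same counts 21 calls of DESeq2 (11.1%) and 9 of limma-voom (5.29%) were false, where 5% is the aim. A shift of 1.3-fold put into the fatty acid oxidation list was found, and 0 of 34 other lists were called. The simulated genes varied independently of each other. The real genes of a list vary together, with an estimated correlation of 0.675 for oxidative phosphorylation, so these 0 calls do not test the list p-values of the real data.

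Alternatives were scaling by RLE, upper quartile or library size alone, DESeq2, limma-voom, no filter, a minimum of 1 CPM in 4 libraries, protein-coding genes alone, no mitochondrially encoded or hemoglobin genes, no robust estimation, other thresholds, the number in the titles as a block, other settings of the list tests and of the principal components, and leaving out each library in turn. One more, without *Gm42418*, was added after the data were seen. The published gene sets of the paper's enrichment tests were not used here, and the copy of Table S1 held in part entered no test of overlap.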

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

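The test of lung and liver reads and the intervals of differences between list medians were chosen after the values had been seen, and the NRF2 and Z-disc lists were written after Table S1 of the paper, made from these libraries, had been read, which lists several of their members among its top rows. Gene groups that the paper's text does not describe for these libraries differed between NAE1 CKO and CTL ventricles, each higher or lower as a list by limma's camera with Benjamini-Hochberg adjustment, while Fig. 3G draws published sets for p53, reactive oxygen species, xenobiotic metabolism and EMT. Of 34 NRF2 targets, which detoxify and keep redox balance, 32 were higher and 1 lower (median log2 fold change 1.69, camera adjusted p = 1.34e-20, and 0.116 with an estimated correlation, 32 and 1 adjusted over the list alone), among them the quinone reductase *Nqo1* (2.92) and the aldehyde dehydrogenase *Aldh3a1* (3.36). With the 1 member that had no count in CTL put at its bound, the median was the same. Of 19 ATF4 targets of the integrated stress response, 13 were higher and 1 lower (median log2 fold change 0.72, camera adjusted p = 0.000230, and 0.116 with an estimated correlation, 13 and 2 adjusted over the list alone), such as the pseudokinase *Trib3* (1.13) and the amino acid transporter *Slc7a5* (0.79). Among 19 p53 targets, 10 were higher and 2 lower (median log2 fold change 0.41, camera adjusted p = 0.00173, and 0.197 with an estimated correlation, 11 and 3 adjusted over the list alone), with the kinase *Plk2* at 0.86 and *Zmat3* at 0.77. For 20 genes of DNA replication, 3 were higher and none lower, a smaller share higher than over all tested genes (2537 of 13622). Their median log2 fold change was 0.38 (camera adjusted p = 0.00959, and 0.568 with an estimated correlation, 1 and 0 adjusted over the list alone). The licensing factor *Cdt1* (0.74) was among the higher ones. Without KO-453-6 the median of this list was 0.23 and its adjusted p 0.0601, and with fry the adjusted p was 0.148, within a range of 2.28e-05 to 0.568 over the alternatives. In the list of 32 proteasome subunits, 12 were higher and none lower (median log2 fold change 0.12, camera adjusted p = 0.000489, and 0.286 with an estimated correlation, 12 and 0 adjusted over the list alone), such as *Psmd14* (0.40), the deubiquitinase of the lid, and *Psmd7* (0.35). 

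Of 21 targets of YAP, whose pathway the paper names in its introduction and among its limitations, 13 were higher and none lower (median log2 fold change 0.38, camera adjusted p = 1.15e-05, and 0.116 with an estimated correlation, 13 and 1 adjusted over the list alone), with the ectonucleotidase *Nt5e* at 1.72 and *Ccdc80* at 0.65. The introduction cites earlier work on αMHC Cre deletion of NAE1 and ascribes its heart failure at least in part to inactivated YAP signaling. The introduction places that work in embryonic hearts. Here the mRNA of these targets was higher in neonatal ventricles, which hold other cells too, and YAP signaling itself was not measured. The 2 results are thus not of the same stage or measure, and the cause was not tested. Among 21 SRF and MRTF targets of the actin cytoskeleton, 15 were higher and 1 lower (median log2 fold change 0.43, camera adjusted p = 3.36e-07, and 0.116 with an estimated correlation, 15 and 1 adjusted over the list alone), such as calponin *Cnn1* (2.53) and the integrin *Itgb1* (0.61). In the list of 19 Z-disc and stretch response genes, 13 were higher and 3 lower (median log2 fold change 0.55, camera adjusted p = 2.26e-05, and 0.230 with an estimated correlation, 14 and 3 adjusted over the list alone), with filamin *Flnc* at 0.89. For 25 genes of matrix and fibroblast activation, 16 were higher and 1 lower (median log2 fold change 0.58, camera adjusted p = 7.52e-06, and 0.230 with an estimated correlation, 16 and 1 adjusted over the list alone), such as thrombospondin *Thbs4* (1.89). Of 18 genes of branched-chain amino acid catabolism, none was higher and 17 lower (median log2 fold change −0.57, camera adjusted p = 5.01e-09, and 0.197 with an estimated correlation, 0 and 17 adjusted over the list alone), such as the phosphatase *Ppm1k* (−1.34) and *Pccb* of propionyl-CoA carboxylase (−0.58). The list of 6 endocardial markers (median 0.54) had 4 higher and none lower (4 and 0 adjusted over the list alone; camera adjusted p = 0.0113, and 0.286 with an estimated correlation). The 16 macrophage markers (median 0.80), none of which another list holds, had 15 higher and none lower (15 and 0 adjusted over the list alone; camera adjusted p = 3.44e-07, and 0.214 with an estimated correlation). *C1qa* and *C1qb*, complement genes that macrophages express, were at 18.5 ± 2.71 and 29.6 ± 3.39 CPM in NAE1 CKO against 8.54 ± 0.848 and 16.2 ± 1.23 CPM in CTL (SD, n = 4 libraries each).

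Gene length and GC content do not account for the rise of NRF2 targets, since the medians of 10000 random lists matched on expression, length and GC content reached 0.107 at the upper end of their central 95%, against 1.69. Reads from another cell type are argued against by the marker lists tested. Their highest median was 0.80 for macrophages (bootstrap interval 0.60 to 0.87, against 1.07 to 2.46 for NRF2 targets). Although the intervals of the epicardial and lymphocyte lists reach 1.21 and 1.14, the NRF2 median exceeded theirs by 1.16 (0.33 to 2.04) and 1.90 (0.36 to 2.65). The bootstrap resampled the genes of a list and not the libraries. Its intervals hold no variation between hearts, and genes of a list vary together, so they may be too narrow. Over the 3 lung and liver markers that could be tested the difference was 1.18 (−2.09 to 1.95), which excludes nothing, but reads from these organs are argued against by the sum of 10 markers, abundant transcripts of those organs, which was 9.44 ± 7.77 CPM in NAE1 CKO (SD, n = 4 libraries), while 35 NRF2 targets together gained 2509.6 CPM. A candidate explanation, as a hypothesis, is more NRF2 protein without more of its mRNA, as cullin ligases that carry NEDD8 target NRF2 for degradation. *Nfe2l2*, which encodes NRF2, was at 0.26 (adjusted p = 0.0825 from edgeR), below the lower bound 1.07 of the NRF2 interval, and *Keap1*, its adaptor, which overlaps an antisense gene, at 0.10 (0.146), but NRF2 protein was not measured here and the hypothesis stays open.

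Single libraries far from the other 3 of their group were found in 26 of 324 groups of values (log2 CPM of each gene named, library measures, ratios and component scores), where chance gives about 5%, or 16.2. The gap to the nearest library, divided by the range of the group, is given in parentheses. KO-443-5 was lowest of its group for *Myl7* (0.953). KO-453-6 was highest of its group for *Acsl1* (0.850), *Cpt2* (0.962) and *Plin5* (0.929) and lowest of its group for *Ccdc80* (0.882) and the score on component 2 (0.918). KO-453-7 was highest of its group for *Ppard* (0.929) and *Slc25a42* (0.849) and lowest of its group for *Atp2a2* (0.959), *Myh6* (0.861) and *Sfrp5* (0.851). WT-443-7 was lowest of its group for *Plk2* (0.842). WT-443-8 was highest of its group for *Trim54* (0.888) and lowest of its group for *Esrrg* (0.898) and *Pfkp* (0.905). WT-453-3 was highest of its group for *Ndufv1* (0.957) and *Tufm* (0.948). WT-453-5 was highest of its group for *Cox4i2* (0.940), *Fcer1g* (0.875), *Gm42418* (0.890), *Slc25a33* (0.868), *Zmat3* (0.922), the share of the 10 most abundant genes (0.925), the share of *Gm42418* (0.932) and the score on component 2 (0.986) and lowest of its group for the share of protein-coding genes (0.929).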

How the results depend on the processing

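The alternative without *Gm42418* was chosen after seeing the data and gave 991 genes higher and 763 lower in NAE1 CKO. Under the other scalings, tools and filters, the counts ranged from 933 higher (upper quartile) to 1238 (library size alone) and from 579 lower to 842 under the same settings. Leaving out 1 library gave 963 (without KO-453-7) to 1051 (without KO-443-5) higher and 708 (without WT-453-3) to 786 (without KO-443-5) lower, and without WT-453-5, the library with the largest share of *Gm42418*, 1011 and 736. The thresholds moved these counts further: glmTreat against 1.5-fold gave 427 higher and 170 lower, the adjusted p alone 2537 and 2401, and a fold above 2 459 and 229, as stricter or wider thresholds do by construction. *Nae1* stayed past the threshold under each of these scalings, tools, filters and left-out libraries, at log2 fold changes from −1.01 to −0.88. Of 340 genes set by the rule 260 passed. Between 0 and 9 of these no longer did under one alternative, between 0 and 22 others did, and 0 passed in the opposite direction. The rule takes many genes for their small adjusted p in these data, so their stability was partly set in advance. With 1 library left out, 874 (without KO-453-7) to 950 (without KO-443-5) of all 996 higher genes were called again. For the 758 lower genes this was 634 (without WT-453-3) to 685 (without KO-443-5). Camera with an estimated correlation called 0 lists higher and 0 lower, against 13 and 9 with the preset one. With fry the counts were 18 and 12, without shared members 12 and 7, and with 1 library left out 12 (without KO-453-6) to 14 (without KO-453-7 or WT-443-8) higher and 9 lower. Fry called the conduction system markers higher (adjusted p = 0.0155), like their mean of 0.25, whereas their median of −0.36 and the direction of camera, which did not call them, are lower, and the cause was not tested. The mitochondrially encoded list could not be tested without its own genes. The share of variance on the first component ranged from 58.8% (all genes) to 76.2% (without WT-453-5).

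The number that titles share (KO-443 with WT-443, and KO-453 with WT-453) is not stated to mark a litter or batch. Deviations from the group means of libraries of NAE1 CKO and CTL with the same number had a mean correlation of 0.0875 (−0.0658 to 0.301), and centring makes the mean for different numbers close to its opposite. Within a group, libraries with the same number had a mean correlation of −0.0846 and those with different numbers −0.450, where centring makes both lower, a hint from the data that libraries group by number. With the number as a block, 1019 genes were higher and 782 lower, and 988 and 753 of these were called without it too. It called 8 regulators against 6, adding *Ppargc1b* (adjusted p = 0.0318, within a range of 0.0318 to 0.302 over the alternatives) and *Esrrg* (0.0443, 0.0240 to 0.503). 144 genes differed by the number itself at the adjusted p from edgeR. Of the 35 splits of the libraries into 4 and 4, 18 hold 2 libraries of each number in both groups, a set chosen after the values had been seen and too small for a share under 0.05. Among these the real split gave 996 genes higher and 758 lower, and the highest other 4 in one direction. The interaction of the number with genotype gave 0 genes at the adjusted p from edgeR and 1307 at an unadjusted p under 0.05, where chance gives 681.1. No other tool was run for it. Permuted within the numbers as a block, the log2 ratios differed by 2.21 for *Myh7* to *Myh6* and 0.30 for *Tnni1* to *Tnni3* (exact permutation test, p = 0.0556 for each, the smallest that 36 arrangements allow). With 1 library left out, the difference ranged from 1.87 (without WT-453-3) to 2.55 (without WT-443-7) for *Myh7* to *Myh6* and from 0.26 (without KO-453-7) to 0.34 (without KO-453-6) for *Tnni1* to *Tnni3*.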

Differences from the paper's values

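The paper reports 959 lower and 735 higher genes at the thresholds used here, and 758 lower and 996 higher were found here. Taken as WT over KO, the direction of the log2 ratio in Table S1, the values here are 996 genes with a negative and 758 with a positive ratio, within 1.5 times of the paper's 959 and 735 in that order. They are within 1.5 times in the order of the paper's text too, so this limit does not tell the 2 orders apart. The part of Table S1 held has 892 genes with a negative and 667 with a positive ratio, and even if all 135 others were positive there would be 802. Table S1 therefore cannot hold the 959 lower genes of the paper's text. It can hold 959 higher and 735 lower genes, since at most 1027 ratios can be negative and 802 positive. More genes were higher than lower in 24 of 24 settings, the thresholds included, at 51.4% (adjusted p alone) to 71.5% (glmTreat) of the called genes.

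The paper places *Nae1* among the top genes that were lower. Here it was number 44 of the lower genes by p and number 259 by fold among those past the threshold. Its log2 fold change was −0.96, and the paper's value, of WT over KO, is 0.97. The first principal component holds about 63% in Fig. 3B, read by eye, and 73.9% here. The ratios of *Myh7* to *Myh6* and of *Tnni1* to *Tnni3* are about 4.0 and about 1.2 times the control in Fig. 3D, read by eye, and 3.85 and 1.23 times here.

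*Myh7* has an adjusted p of 0.0126 in the paper's Table S1 (log2 ratio −1.37 for WT over KO) and 0.0757 here from edgeR. DESeq2, limma-voom and edgeR without robust estimation or with the title number as a block call it. *Nr4a3*, drawn among the genes of Fig. 3H, missed the threshold here (adjusted p = 0.0563 from edgeR). The same settings call it, and so does leaving out KO-443-5 or WT-453-3. The paper states that of its regulators *Perm1* and *Ppara* were lower and others were not. At the adjusted p and 1.5-fold the calls here are the same, while at the adjusted p alone 6 of 13 passed, among them *Ppargc1a*, *Esrra* and *Tfb2m* lower and *Ppard* higher. Fig. S3G draws PPARδ lower and TFB2M and TUFM higher in the mutant. The values here run the other way, at 0.35 for *Ppard*, −0.50 for *Tfb2m* and −0.21 for *Tufm*, the last of which did not pass.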

Other observations

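The tests on libraries that differ in their title number were chosen after the *Myh7* values had been seen, and the list of genes that cardiomyocytes use at all stages was written after the data were seen. Several marker lists of other cell types held genes that were higher and genes that were lower in NAE1 CKO ventricles, and none of the 8 lists that follow passed with camera. Of 12 fibroblast markers 2 were higher and 6 lower (2 and 6 adjusted over the list alone; median −0.26, camera adjusted p = 0.135, and 0.363 with an estimated correlation), and of 8 pericyte markers 1 was higher and 3 were lower (1 and 3 adjusted over the list alone; median −0.17, camera adjusted p = 0.283, and 0.568 with an estimated correlation). Endothelial markers included genes of both directions, with 6 higher and 3 lower of 13 (6 and 5 adjusted over the list alone; median 0.09, camera adjusted p = 0.511, and 0.568 with an estimated correlation), as did vascular smooth muscle markers, with 2 and 2 of 8 (2 and 2 adjusted over the list alone; median 0.23, camera adjusted p = 0.471, and 0.568 with an estimated correlation). Of 9 epicardial markers 2 were higher (2 and 0 adjusted over the list alone; median 0.53, camera adjusted p = 0.219, and 0.558 with an estimated correlation), of 8 erythroid markers 2 (2 and 0 adjusted over the list alone; median 0.08, camera adjusted p = 0.168, and 0.568 with an estimated correlation) and of 5 lymphocyte and neutrophil markers 2 (2 and 0 adjusted over the list alone; median −0.21, with a mean of 0.16, camera adjusted p = 0.753, and 0.871 with an estimated correlation), and none was lower. Nerve and Schwann cell markers, with 1 higher and 2 lower of 7, had a median of −0.06 and a mean of 0.41 (1 and 2 adjusted over the list alone; camera adjusted p = 0.777, and 0.871 with an estimated correlation). Of the lung and liver markers 3 were expressed enough to test, too few for a list test (median 0.52). One of them, albumin *Alb*, was at 3.14 ± 3.75 CPM in NAE1 CKO and 0.298 ± 0.408 CPM in CTL (log2 fold change 3.25, adjusted p = 0.109 from edgeR). It passed with DESeq2, without robust estimation and without KO-443-3, at adjusted p of 0.0484, 0.0385 and 0.0292, within a range of 0.0292 to 0.264 over the alternatives. The log2 fold change of *Alb* was 2.09 without KO-453-6, 4.99 without WT-453-3 and 2.54 with limma-voom. Fry, which asks only whether a list moves one way, called the fibroblast, pericyte, endothelial, vascular smooth muscle, epicardial and neddylation lists.

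The list of mitosis genes held none that passed in 21 (0 and 0 adjusted over the list alone; median 0.29, camera adjusted p = 0.354, and 0.871 with an estimated correlation). It passed without KO-453-7 (median 0.55, adjusted p = 7.28e-06), within a range of 7.28e-06 to 0.871 over the alternatives. Of 17 genes of sterol synthesis 8 were higher and 2 lower (8 and 2 adjusted over the list alone; median 0.17, camera adjusted p = 0.135, and 0.484 with an estimated correlation), and of 18 interferon and antigen presentation genes 6 were higher and none lower (6 and 0 adjusted over the list alone; median 0.04, camera adjusted p = 0.0952, and 0.568 with an estimated correlation). Both passed with fry (adjusted p = 0.00993 and 0.0139) and with no filter on low counts (0.0434 and 0.0357), and the interferon list also without WT-443-8 (0.0424), within ranges of 0.00993 to 0.484 and 0.0139 to 0.568 over the alternatives. Genes that the paper measured by quantitative PCR in other hearts were read here too. Those hearts were from AAV-Cre-infected or NAE1 CKO mice. For *Nppa* the paper reports a rise with high-dose AAV-Cre and no significant change with the medium dose. For *Pnpla2*, which it calls *Atgl*, it reports a strong decrease in NAE1 CKO hearts. *Nppa*, a natriuretic peptide gene, was at 1.87, *Acsl1* of fatty acid activation at −0.71, *Hadha* and *Acadvl* of long-chain oxidation at −0.73 and −0.72, the pyrimidine carrier *Slc25a33* at −0.79 and the ventricular light chain *Myl2* at −0.44, all past the adjusted p and all overlapping another gene. *Pnpla2*, the triglyceride lipase, was at −0.25 (adjusted p = 0.0374 from edgeR), and no longer passed without KO-443-3 (0.111), KO-443-5 (0.0969), KO-453-6 (0.0566), WT-443-7 (0.0718) or WT-443-8 (0.104), or with library size alone (0.212), within a range of 0.00933 to 0.212 over the alternatives. The mitochondrially encoded *mt-Co2*, *mt-Co3*, *mt-Atp6*, *mt-Atp8* and *mt-Nd4l* had at most 1 count in any library and were not tested. They were chosen after their values were seen. By contrast, *mt-Co1* had from 333524 to 427242 counts per library. Why these 5 genes had almost no counts was not tested, and low expression cannot be read from it.

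The fall of fatty acid oxidation and oxidative phosphorylation genes was weighed against technical explanations. A lower share of cardiomyocyte RNA as the sole cause is argued against by the genes that cardiomyocytes use at all stages. Their median of −0.10 (bootstrap interval −0.26 to 0.05) lies above the intervals of fatty acid oxidation (−0.66 to −0.52) and of oxidative phosphorylation (−0.37 to −0.32). The bootstrap resampled genes of a list and not libraries, so its intervals hold no variation between hearts and may be too narrow. A smaller change in the mix of cells stays possible. Macrophage (median 0.80) and endocardial (0.54) markers were higher, while the other tested marker lists of other cell types did not pass with camera. Gene length and GC content are argued against too, since random lists matched on these and on expression reached −0.0669 and −0.0645 at the lower end of their central 95%, above the medians of both lists. Over the scalings the median of the fatty acid oxidation list was at most −0.53. As a hypothesis, found and tested on the same data, the fall may reflect the genotype, and whether it is a direct effect of neddylation stays open.

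*Myh7* was higher in WT-443-7 and WT-443-8 than in WT-453-3 and WT-453-5, by 1.70 on the log2 scale, and by 0.23 in the NAE1 CKO libraries of the same numbers. A GC content bias between these libraries is argued against by Spearman's rho of 0.00430 across 13603 genes, which are not independent replicates. A difference in developmental stage may account for it: the fetal list had a median ratio of 0.017 (−0.0730 to 0.30), above the adult list at −0.14 (−0.25 to −0.0844), but in NAE1 CKO libraries of the same numbers the medians were 0.056 (−0.0787 to 0.17) and 0.032 (−0.00758 to 0.0975), so it stays open. The same ratio had a median of 0.47 over mitosis genes in CTL and of 0.84 in NAE1 CKO, which was not tested. What the number marks is not stated, so a litter and a batch stay open.

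Other splits of the 8 libraries into 4 and 4 were tried, 35 with the real one. The real split gave 996 genes higher and 758 lower, the highest of the others 4 and 4. So 1 split of 35, the real one, reached each count, the smallest share that these splits allow. Each other split mixes the genotypes, and the splits leave the title number aside. Chance is thus made unlikely by these counts but is not excluded. The 6 regulators, against 0 at most in another split, are no separate test, since 32 of the 34 other splits gave no gene at all at the adjusted p from edgeR. For the number of lists past the threshold, 4 splits reached the real value of 22 and the highest other gave 24, so chance cannot be excluded by this count. The others that reached it keep 3 NAE1 CKO libraries together. Splits with as many NAE1 CKO as CTL libraries in each group, which hold no genotype contrast, still called from 1 to 7 lists. They called at most 1 gene each. The split by title number, which is among them, called 7 lists and 1 gene. Camera with the preset correlation thus called lists where at most 1 gene passed, so its list p-values may be too small.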
